# TMEM232 is required for the formation of sperm flagellum and male fertility in mice

**DOI:** 10.1038/s41419-024-07200-9

**Published:** 2024-11-08

**Authors:** Xinying Cai, Hui Zhang, Shuai Kong, Weilong Xu, Jie Zheng, Ning Wang, Shuai He, Shupei Li, Yiru Shen, Ke Wang, Zengyunou Zhang, Haijian Cai, Fang Ma, Shun Bai, Fuxi Zhu, Fengli Xiao, Fengsong Wang

**Keywords:** Infertility, Protein-protein interaction networks, Infertility

## Abstract

Asthenoteratozoospermia is a major cause of male infertility. Thus far, the identified related genes can explain only a small share of asthenoteratozoospermia cases, suggesting the involvement of other genes. The transmembrane protein TMEM232 is highly expressed in mouse testes. In the present study, to determine its function of TMEM232 in testes, we constructed a *Tmem232*-null mouse model using CRISPR–Cas9 technology. *Tmem232* knockout (KO) male mice was completely infertile, and their sperm were immotile, with morphological defects of the flagellum. Electron microscopy revealed an aberrant midpiece-principal junction and the loss of the fourth outer microtubule doublet in the sperm of *Tmem232*^−/−^ mice. Sperm cells presented an 8 + 2 conformation and an irregular arrangement of the mitochondrial sheath. Proteomic analysis revealed altered expression of proteins related to flagellar motility, sperm capacitation, the integrity and stability of sperm structure, especially an upregulated expression of multiple ribosome components in TMEM232-deficient spermatids. Additionally, TMEM232 was observed to be involved in autophagy by interacting with autophagy-related proteins, such as ATG14, to regulate ribosome homeostasis during spermiogenesis. These results suggest that TMEM232, as a potential scaffold protein involving in the correct assembly, distribution, and stability maintenance of certain functional complexes by recruiting key intracellular proteins, is essential for the formation of a highly structured flagellum and plays an important role in the autophagic elimination of cytosolic ribosomes to provide energy for sperm motility.

## Introduction

Spermatozoa have highly specialized structural characteristics, with normal morphology and structural integrity critical for male fertility and complete fertilization [1]. A mature sperm comprises a head and a long flagellum connected by a neck. The normal sperm flagellum contains a midpiece, a principal piece, and an endpiece, with the axoneme running throughout the length. The annulus, a SEPTIN-based electron-densering structure, forms a diffusion barrier between the midpiece and principal piece of sperm to maintain the orderly arrangement of the mitochondrial sheath (MS). The axoneme comprises nine outer microtubular doublets (MTDs) and a central pair of microtubules, resulting in the classical 9 + 2 microtubular arrangement [1]. Attached to each of the nine MTDs, the regularly repeating hook-shaped structures of outer dynein arms and inner dynein arms exhibit ATPase activity, providing the sliding force for motility [2]. The axoneme is surrounded by accessory structures such as the outer dense fiber, fibrous sheath, and MS, which are specific to the sperm flagellum [3]. Any alterations within these structures can cause abnormal sperm morphology, reducing sperm motility and fertilization capacity.

Asthenoteratozoospermia, a major cause of male infertility, is characterized by malformed sperm with motility defects [4, 5]. According to the World Health Organization classification, sperm can be divided into progressive motile (PR), non-progressive motile (NP), and immotile types. Asthenoteratozoospermia is diagnosed when total motility (PR + NP) is <40%, progressive motility (PR) is <32%, and the normal sperm form represents 4% [6]. Based on the abnormal characteristics of sperm morphology, asthenoteratozoospermia can be divided into several types, including multiple morphological abnormalities of the sperm flagella (MMAF), oligo- or teratozoospermia, primary ciliary dyskinesia (PCD), and others. MMAF is a severe subtype of asthenoteratozoospermia, characterized by absent, bent, short, coiled, or irregular-caliber flagella. PCD is a genetically heterogeneous disorder characterized by chronic airway disease, left–right laterality disturbances, and male infertility [7]. As sperm flagella and motile cilia share an evolutionarily conserved axonemal structure, male infertility caused by malformations of the axonemal structure is often associated with PCD. To date, over 20 MMAF- and 40 PCD-associated genes, respectively, have been identified [8, 9]. However, these explain a small share of cases of asthenoteratozoospermia, indicating the potential involvement of other genetic factors.

Spermatogenesis is a complex process involving mitotic, meiotic, and post-meiotic phases for the formation of sperm [10]. The morphological and functional transformation from round spermatids into elongating mature spermatozoa is crucial in the late stage of spermatogenesis [11]. This stage is characterized by acrosome biogenesis, chromatin condensation, MS formation, sperm flagellum assembly, and removal of excess cytoplasm and organelles [11–13]. The removal of cytoplasm organelles is essential for mature sperm formation, and variations in this process can result in aberrant sperm phenotypes [13, 14]. Autophagy facilitates the intracellular degradation of dysfunctional or unnecessary proteins and organelles to maintain intracellular metabolism and energy homeostasis [15, 16]. In mice, the selective autophagic removal of ribosomes during the transition from round spermatids into elongated sperm was found to provide energy resources for the mitochondria in motile spermatids [17].

*TMEM232* is a highly conserved gene among mammals. In humans, *TMEM232* is localized on chromosome 5, contains 14 exons, and encodes a 657-amino-acid protein. Furthermore, *TMEM232* has been reported as a susceptibility gene for atopic dermatitis in the Chinese Han population [18], which was also confirmed in the Japanese and Korean populations [19]. To investigate the role of TMEM232 in atopic dermatitis, we generated *Tmem232* knockout (KO) mice [20]. Interestingly, the *Tmem232* KO mice were infertile and had a typical phenotype of asthenozoospermia. In this study, we aimed to elucidate the function of TMEM232 protein and the potential involvement of *Tmem232* gene in asthenoteratozoospermia. This mouse model, *Tmem232* KO, was generated to investigate its potential pathogenic mechanism and molecular function. We took observation of the sperm phenotype of *Tmem232* KO mice and conducted proteomic analysis of differential expression between *Tmem232*^*−/−*^ and *Tmem232*^*+/+*^ mouse sperm to reveal the proteins potentially responsible for phenotypic defects in sperm. In vivo and in vitro experiment results indicated that TMEM232 involved in the regulation of microtubule dynamics and fine structure assembly of sperm by interacting with ATAT1 (Alpha α-Tubulin Acetyltransferase 1) and SEPTINs, and also played an important role in regulating autophagy, affecting the selective elimination of cytosolic ribosomes during spermiogenesis, thereby supplying energy for flagellar motility. Our findings provide comprehensive experimental evidence for the function and important role of TMEM232 in sperm motility and flagellum development and highlight the pathological basis of asthenozoospermia, with implications for its clinical diagnosis and treatment.

## Results

### TMEM232 is an evolutionarily conserved testis-enriched protein

The Ensembl database (http://asia.ensembl.org/index.html) indicates that TMEM232 is highly conserved in mammals. Human TMEM232 shares 99.09, 95.13, 77.66, 66.01, and 65.49% protein sequence identity with its orthologs in macaques, chimpanzees, dogs, rats, and mice, respectively (Supplementary Fig. S1A, S1B). A long internal N-terminus, two potential transmembrane domains, and a long internal C-terminus were predicted using bioinformatics analyzes (https://www.uniprot.org/). To further explore the biological function of TMEM232, we generated an antibody that recognizes the 302–381 aa epitope of TMEM232. The specificity of the antibody was validated using a GST-TMEM232 fusion protein (Supplementary Fig. S1C).

To determine the expression profile of TMEM232, RT-qPCR and western blotting experiments were performed using multiple tissues from adult mice. TMEM232 showed higher expression in the testis than in the other tissues (Fig. 1A, B). To gain insight into the temporal expression of TMEM232 in the testes, we isolated testes from postnatal day 7 (P7, stem cell, spermatogonia), P14 (late, pachytene, spermatocytes), P21 (early, round, spermatids), P28, P35, and P56 mice for RT-qPCR and western blotting experiments. Of these, P28, P35 and P56 mouse testes contained mature elongated spermatids, with one complete wave or multiple waves of spermatogenesis. Furthermore, *Tmem232* was significantly expressed in P14, peaked at P21, and maintained stable expression levels thereafter (Fig. 1C, D). To better understand the expression of *Tmem232* at different stages of mouse germ cell development, we performed STA-PUT velocity sedimentation to isolate elongating spermatids, round spermatids, pachytene spermatocytes, spermatogonia, and sertoli cells. The expression profile determined by RT-qPCR indicated that *Tmem232* was absent in spermatogonia, originally produced in pachytene spermatocytes, predominantly expressed in round spermatids, and reduced in elongated spermatids (Fig. 1E). Western blotting analysis revealed that the TMEM232 protein was highly enriched in round spermatids (Fig. 1F). This result is consistent with the localization of TMEM232 in human germ cells of testis [21], with high expression only in round spermatids. To determine the subcellular location of TMEM232 within cells, we constructed a green fluorescent protein (GFP)-tagged plasmid encoding TMEM232-GFP fusion protein and performed transient transfection assays in cell lines, including GC-1, MGC803, and HeLa. TMEM232-GFP fusion protein was located exclusively on the plasma membrane and some vesicles (Fig. 1G). These results indicated that TMEM232 is a testis-enriched protein with functional conservation and predicted spatiotemporal cross-species during spermatogenesis.

**Fig. 1:**
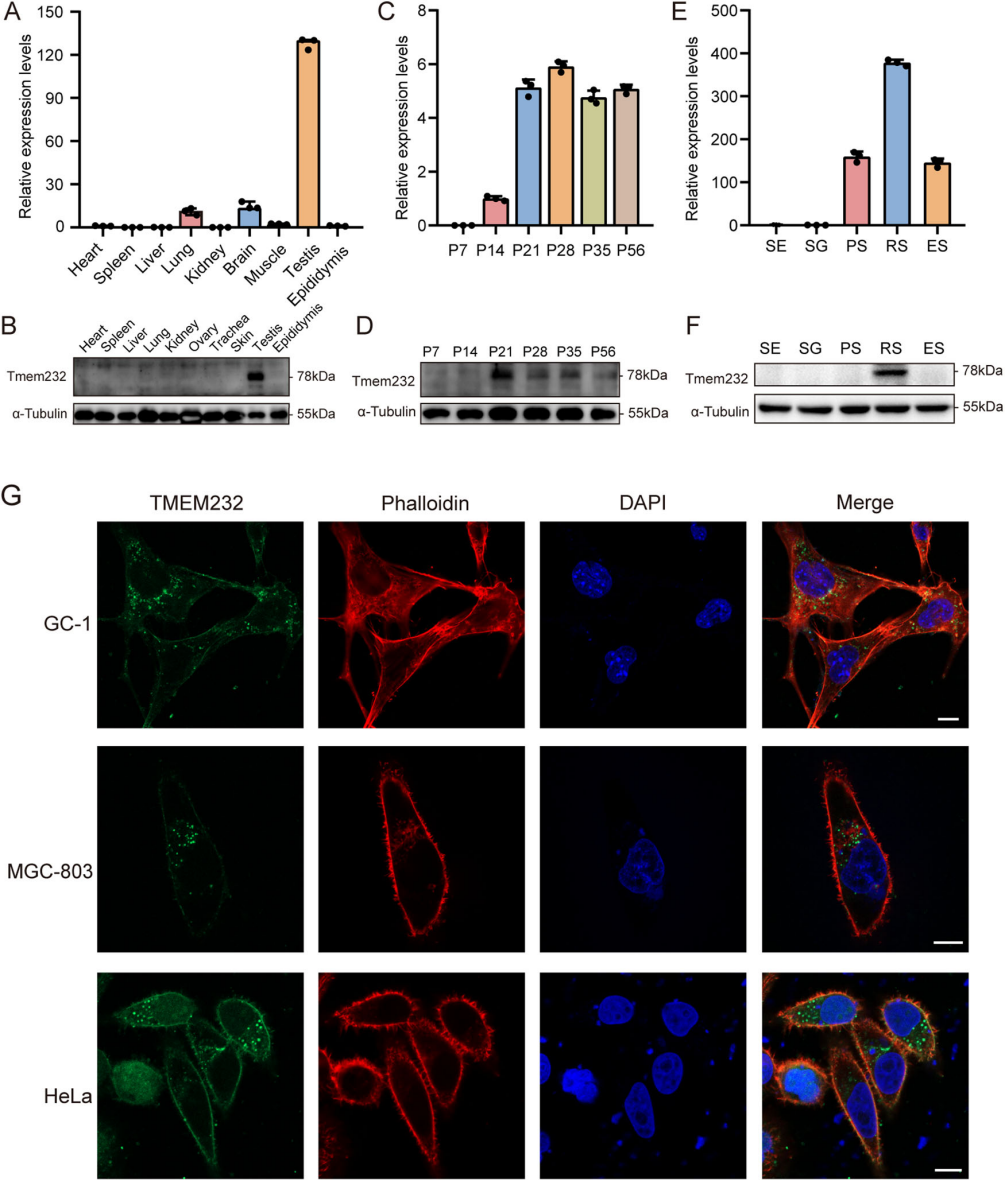
TMEM232 is an evolutionarily conserved testis-enriched protein. **A** RT-qPCR and **B** western blotting analysis of TMEM232 expression in multiple tissues from mice. The representative image of biological duplicates is shown. **C** RT-qPCR and **D** western blot analysis of TMEM232 in mouse testes on various postnatal days. The image represents two independent experiments. **E** RT-qPCR analysis of *Tmem232* in different fractions of spermatogenic cells. PS (pachytene spermatocytes), RS (round spermatids) and ES (elongating spermatids) were from mice at 2-months-old (*n* = 6), SG (spermatogonia) and SE (somatic Sertoli cells) were isolated from mice at postnatal day 6 using the STA-PUT method (*n* = 18). **F** The protein amount of TMEM232 in different fractions of spermatogenic cells. The image is a representation of two independent experiments with similar results. GADPH and α-Tubulin served as loading controls for RT-qPCR and western blotting, respectively. *n* = 3 for each sample. **G** Immunofluorescent staining of TMEM232 (green), phalloidin (F-actin, red), and DAPI (Nucleus, blue). GC-1, MGC-803, and HeLa cells were transfected with a *pEGFP-N2-TMEM232 plasmid*. Scale bar: 10 µm.

### *Tmem232* KO induces male infertility with significantly reduced sperm count and motility

To examine the functions of TMEM232 in vivo, we constructed a *Tmem232*-null (*Tmem232*^*−/−*^) mouse model by deleting a 9297-bp fragment of *Tmem232* gene using CRISPR-Cas9-mediated genome editing (Fig. 2A). This deletion induced a truncated protein with only 39 amino acid residues. TMEM232 protein was absent in *Tmem232*^*−/−*^ testes (Fig. 2B). No significant differences in appearance (Fig. 2C), behavior (including sexual behavior), or survival were observed between *Tmem232*^*−/−*^ and wild-type mice. Unexpectedly, *Tmem232*^*−/−*^ male mice were infertile, whereas *Tmem232* deletion did not affect the fertility of female mice (Fig. 2D).

**Fig. 2:**
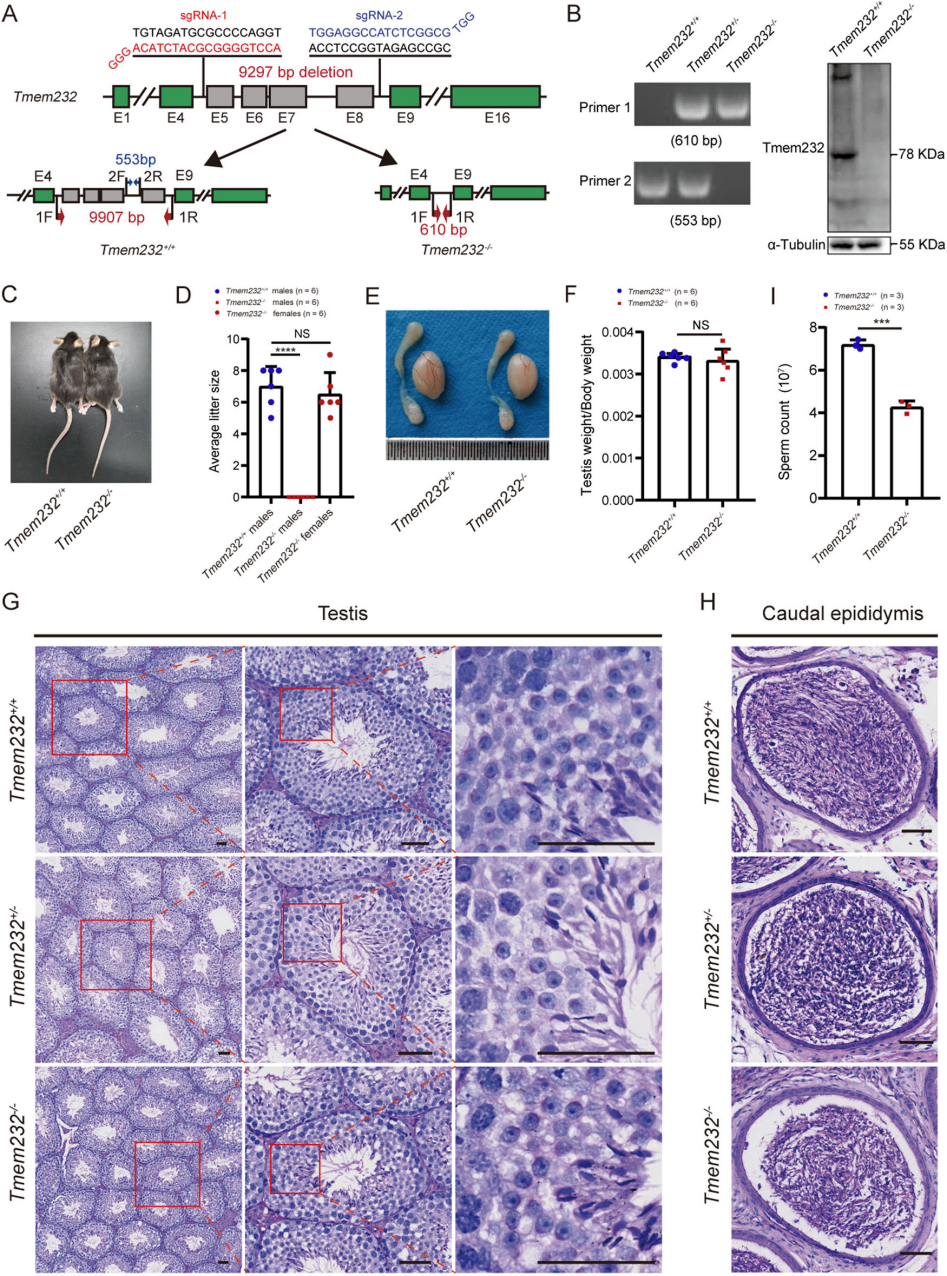
Knockout of *Tmem232* induces male infertility. **A** Schematic of the generation of *Tmem232* KO mice using CRISPR-Cas9. Two sgRNAs, sgRNA-1 and sgRNA-2, were constructed to target sequences in introns 4 and 8, respectively. The lower panel shows the location of primers for mouse genotyping at the *Tmem232* gene locus and the PCR product size. **B** Electrophoresis of PCR products amplified from total genomic DNA from the tails of mice with different genotypes (*Tmem232*^*+/+*^*, Tmem232*^*+/−*^, and *Tmem232*^*−/−*^) (left panel). The right panel shows Tmem232 levels in *Tmem232*^*+/+*^ and *Tmem232*^*−/−*^ mouse testis. **C** No significant differences in appearance were observed between *Tmem232*^*−/−*^ and wild-type mice. **D** The average litter size of *Tmem232*^+/+^ (*n* = 6), *Tmem232*^−/−^ males (*n* = 6), and *Tmem232*^−/−^ females (*n* = 6). *Tmem232*^−/−^ male and *Tmem232*^−/−^ female mice were bred with *Tmem232*^+/+^ mice, and the average litter size was noted. The *Tmem232*^−/−^ males were sterile. *Tmem232*^*+/+*^ males (7.00 ± 0.52), *Tmem232*^−/−^ males (0 ± 0), and *Tmem232*^−/−^ females (6.50 ± 0.56). Data are presented as mean ± SEM. **** indicates *P* < 0.0001. NS indicates that the value is not significant. *n* = 6 for each genotype. **E** Testis sizes were comparable between *Tmem232*^+/+^ and *Tmem232*^−/−^ mice at 8 weeks of age. **F** Ratio of testis weight/body weight in *Tmem232*^*+/+*^ and *Tmem232*^*−/−*^ male mice at 8 weeks of age. *Tmem232*^+/+^ (3.40 ± 0.04 ×10^−3^), *Tmem232*^−/−^ (3.33 ± 0.12 ×10^−3^). Data are presented as the mean ± SEM. NS indicates no significance. *n* = 6 for each genotype. Representative PAS staining images of testes (**G**) and caudal epididymis (**H**) of adult *Tmem232*^*+/+*^, *Tmem232*^*+/−*^, and *Tmem232*^*−/−*^ mice. Histomorphology of seminiferous tubules and acrosome morphology in different steps of spermatid development were normal in *Tmem232*^−/−^ mice. Sperm count in the *Tmem232*^*−/−*^ caudal epididymis was lower compared with that of the *Tmem232*^+/+^ and *Tmem232*^+/−^ caudal epididymis. Scale bar: 50 µm. **I** Fewer sperm were observed in the *Tmem232*^*−/−*^ (4.23 ± 0.17) caudal epididymis than that in *Tmem232*^+/+^ (7.20 ± 0.13) caudal epididymis. Data are presented as the mean ± SEM. *** indicates *P* < 0.001. *n* = 3 for each genotype.

To explore the cause of male infertility, we investigated the gross anatomic and histological properties of *Tmem232*^*−/−*^ male mice. The testes size, weight, and ratio of *Tmem232*^*−/−*^ mice were indistinguishable from those of wild-type mice (Fig. 2E, F). Furthermore, no morphological differences were observed in testicular and ovarian tissue sections using periodic acid-Schiff (PAS) staining and hematoxylin and eosin (H&E), respectively (Fig. 2G and Supplementary Fig. S2). Analysis of the caudal epididymal sections revealed a reduced sperm count in *Tmem232*^*−/−*^ male mice than in their wild-type counterparts (Fig. 2H). Furthermore, the total sperm count in the caudal epididymis was markedly reduced in *Tmem232*^*−/−*^ mice (Fig. 2I). A computer-assisted sperm analyzer was used to examine the sperm quality of *Tmem232*^*−/−*^ mice comprehensively (Supplementary Table S1). Interestingly, almost no motile or progressive sperm was discerned in *Tmem232*^*−/−*^ mice as opposed to in *Tmem232*^*+/+*^ mice (Supplementary Movies 1 and 2). After incubation under capacitating conditions for 10 min, *Tmem232*^*+/+*^ sperm flagella bent with a high amplitude, whereas *Tmem232*^*−/−*^ sperm remained immobile (Supplementary Movies 3 and 4). Collectively, these data indicate that TMEM232 is involved in sperm flagellar motility and that its abnormality may further lead to male infertility.

### *Tmem232*^*−/−*^ mouse sperm exhibit aberrant midpiece-principal piece junction

The integrity of sperm structure is necessary for its motility and male fertility. Light microscopy revealed a gap between the principal piece and midpiece in the sperm flagella of *Tmem232*^*−/−*^ mice, whereas the sperm head was normal (Fig. 3A). Subsequent single sperm immunofluorescence staining of peanut agglutinin (PNA) and DM1A (α-Tubulin), the major components of microtubules, confirmed the normal acrosome structure and continuous axoneme of *Tmem232*^*−/−*^ mouse sperm (Fig. 3B, C). The surface structure of sperm flagella was further characterized by scanning electron microscopy (SEM) imaging, which clearly demonstrated abnormal types of sperm flagella and a normal hooked form of the sperm head in *Tmem232*^*−/−*^ mice (Supplementary Fig. S3A). Furthermore, transmission electron microscopy (TEM) analyses of spermatozoa isolated from the caudal epididymis were conducted to characterize the flagellum in *Tmem232*^*−/−*^ mouse sperm. The annulus, a ring-like cytoskeletal structure, was identified at the beginning of the principal piece, which had lost contact with the MS (Fig. 3D).

**Fig. 3:**
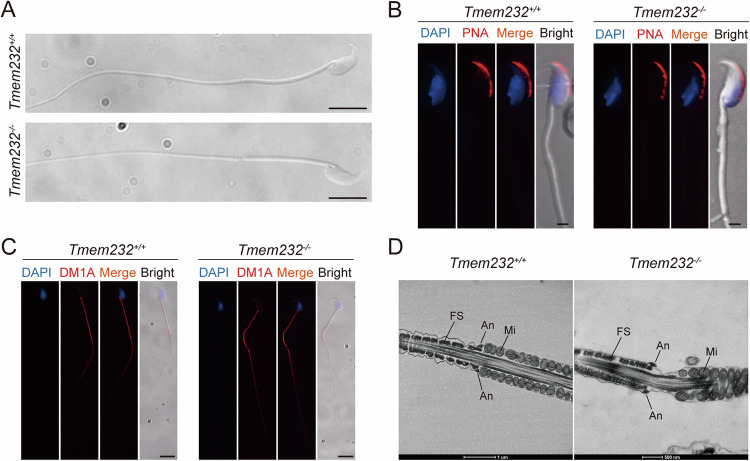
*Tmem232* deficiency disrupts the midpiece-principal piece junction in mice sperm. **A** Morphology of mouse sperm obtained from the caudal epididymes. *Tmem232*^−/−^ sperm flagella showed a gap between the midpiece and principal piece. Magnification: 20×, scale bars: 5 µm. No change was observed in the expression of PNA (**B**) and DM1A (**C**) between *Tmem232*^*−/−*^ and *Tmem232*^*+/+*^ mouse sperm. (red, detected protein, blue, DAPI; scale bar: 1 µm). **D** Transmission electron microscopy (TEM) analysis revealed that the annulus of *Tmem232*^*−/−*^ mouse sperm lost contact with the MS; However, this was not the case for *Tmem232*^*+/+*^ mouse sperm. An annulus, FS fibrous sheath, Mi mitochondrion; Scale bar: 1 µm or 500 nm.

Sperm annulus is a SEPTIN-based structure composed of members of the SEPTIN family 1, 2, 4, 6, 7, 12, et al. [22]. To explore whether the absence of *Tmem232* could affect the assembly of SEPTIN filaments, we determined the expression patterns of SEPTIN family proteins. Western blotting confirmed decreased expression of SEPTIN 2, 6, and 12 in *Tmem232*^*−/−*^ mouse testes (Fig. 4A), along with the downregulated expression of SEPTIN 2, 4, 6, 7, and 12 in the sperm of *Tmem232*^*−/−*^ mice (Fig. 4B). The expression of SEPTIN 2 and 6 was consistent with their transcriptional levels in the testes (Supplementary Fig. S3B). Meanwhile, immunofluorescence staining of sperm revealed the complete absence of the SEPTIN 12 signal, consistent with the results of western blotting. SEPTIN 7 was slightly decreased in *Tmem232*^*−/−*^ than in wild-type mice (Fig. 4C). Co-immunoprecipitation assay showed that TMEM232 could interact with SEPTIN 2, 4, 6, 7, 11, 12 and 14, especially with SEPTIN 2 and 12 (Fig. 4D). In Hela cells, TMEM232 was partly colocalized in some vesicles with septins (Supplementary Fig. S4). These results suggest that TMEM232 plays an important role in the formation of annulus-MS junction structure in mice.

**Fig. 4:**
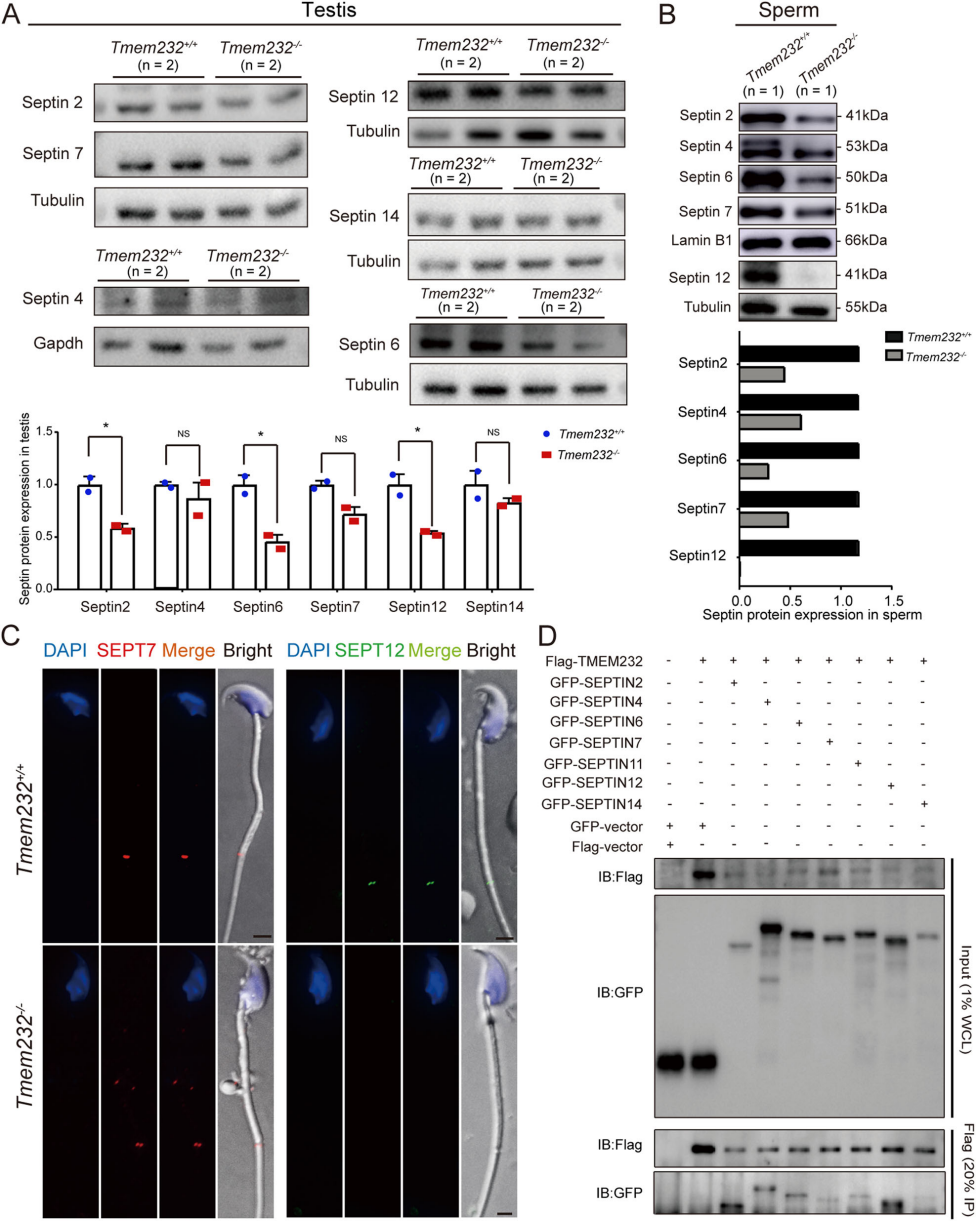
Expression of sperm annulus proteins is dysregulated in *Tmem232*^*−/−*^ mouse testis. The reduced protein expression of SEPTIN 2, 4, 6, 7, and 12 was detected in the testis (**A**) or spermatozoa (**B**) of *Tmem232*^*−/−*^ mice via western blotting. The corresponding optical density readings for each image are shown below. α-Tubulin and lamin-B1 served as loading controls. *n* = 2 for each genotype of testis tissue. The representative image of biological duplicates is shown. **C** The expression of SEPTIN 7 (left) and SEPTIN 12 (right) in *Tmem232*^*+/+*^and *Tmem232*^*−/−*^ mouse sperm was detected via immunofluorescence staining. **D** Immunoprecipitation experiments were performed using FLAG-M2 beads and the lysates of HEK293T cells which were co-transfected with GFP-SEPTIN2, GFP-SEPTIN4, GFP-SEPTIN6, GFP-SEPTIN7, GFP-SEPTIN11, GFP-SEPTIN12, GFP-SEPTIN14, and FLAG-TMEM232. The isolated proteins were then analyzed via western blotting with anti-FLAG and anti-GFP antibodies. The representative image of biological duplicates is shown.

### Tmem232 is required for the proper assembly of sperm flagellum axoneme

The beating of sperm flagella and cilia depends on energy consumption and the integrated axonemal structure, which functions as a precise locomotor device. To elucidate the cause of immobility in *Tmem232*^*−/−*^ mouse sperm, we examined the ultrastructure of sperm flagella. TEM analysis of axonemal structure of *Tmem232*^*−/−*^ mouse sperm indicated the abnormal flagellum. Normally, the sperm flagellum displays a 9 + 2 axonemal configuration. In contrast, the *Tmem232-*null sperm flagellum exhibited a high-frequency deletion of MTD 4 at the midpiece, principal piece, and endpiece in all cross-sections, presenting an 8 + 2 conformation (Fig. 5A–C). The outer dynein arms and radial spokes (RS) attached to each of the remaining MTDs were observed. Considering that motile cilia and sperm flagella share common characteristics of axonemal structure, we additionally assessed the respiratory cilia of *Tmem232*^*−/−*^ mice. TEM analyses of motile cilia on the surface of tracheal epithelial cells demonstrated a normal 9 + 2 structure with coordinated directionality of the axonemes (Supplementary Fig. S5A). Furthermore, SEM analyses revealed that the cilia were shorter and fewer in *Tmem232*^*−/−*^ tracheal epithelium cells than in those of wild-type mice (Supplementary Fig. S5B).

**Fig. 5:**
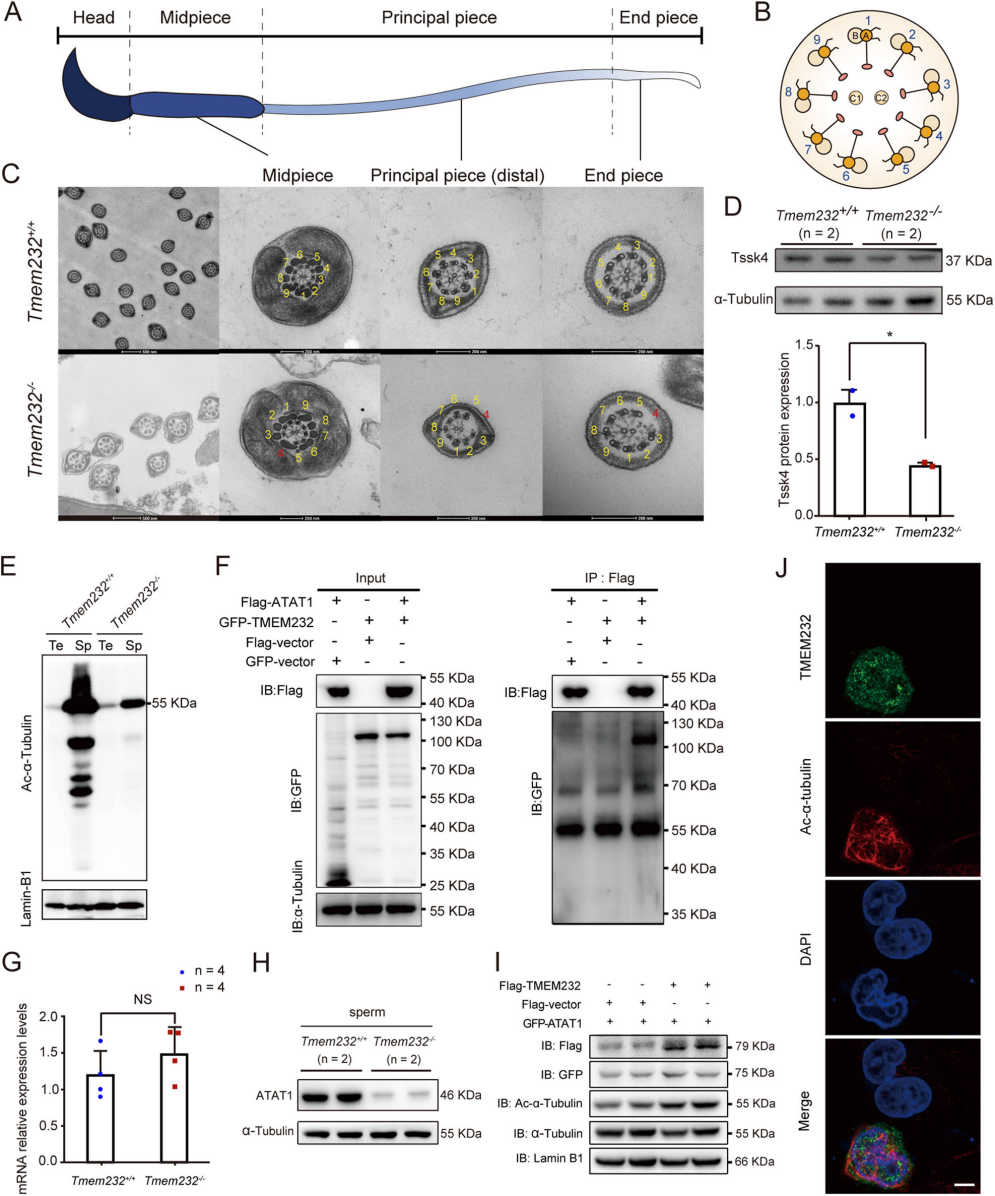
*Tmem232* deficiency leads to axonemal microtubule defects in mouse sperm flagella and decreased sperm motility. Schematic diagram showing a full-length sperm (**A**) and a cross-sectional view of the sperm axoneme (**B**). **C** Cross-sections showing the ultrastructure of the midpiece, principal piece, and endpiece of *Tmem232*^*+/+*^ and *Tmem232*^*−/−*^ mouse spermatozoa. Note that the *Tmem232*^*+/+*^ flagellum comprises a typical 9 + 2 arrangement of axonemal microtubules, whereas the *Tmem232*^*−/−*^ flagellum contains an atypical 8 + 2 composition of axonemal microtubules in the midpiece, principal piece, and endpiece. The red numbers indicate the missing MTDs of sperm flagella. Scale bars: 100 or 200 nm. **D** Western blotting of TSSK4 expression in *Tmem232*^*−/−*^ and *Tmem232*^*+/+*^ mouse testes. Western blotting bands quantified using Image J software are shown below. The α-Tubulin served as a loading control. The representative image of biological duplicates is shown. **E** Western blotting analysis for the comparison of Ac-α-Tubulin protein levels between *Tmem232*^*−/−*^ and *Tmem232*^*+/+*^ mice testis and sperm. Lamin-B1 served as a loading control. Te: testis; Sp: sperm. The representative image of biological duplicates is shown. **F** The co-immunoprecipitation assays indicated the interaction between mouse TMEM232 and ATAT1 in cells. Anti-Flag beads was used for immunoprecipitation. Anti-Flag and anti-GFP antibodies were used for western blotting analysis. The representative image of biological duplicates is shown. **G** RNA-sequencing revealed that ATAT1 mRNA expression was no significant difference between *Tmem232*^*−/−*^ (*n* = 4) and *Tmem232*^*+/+*^ (*n* = 4) mice testis. **H** The ATAT1 protein was downregulated in *Tmem232*^*−/−*^ (*n* = 2) mice sperm compared with that in *Tmem232*^*+/+*^ (*n* = 2) mice sperm. **I** Overexpression of Flag-TMEM232 promoted ATAT1 expression and α-Tubulin protein acetylation in cultured HeLa cells co-transfected with *pGFP-ATAT1* and *p-TMEM232×3FLAG-Myc-CMV-24* or *p×3FLAG-Myc-CMV-24* plasmid for 24 h. Cells were harvested for western blotting analysis with indicated antibodies. The results shown are representative of three independent experiments. The representative image of biological duplicates is shown. **J** Immunofluorescence staining of TMEM232 (green), Ac-α-Tubulin (red), and DAPI (nucleus, blue). HeLa cells were transfected with a *pEGFP-N2-TMEM232* plasmid. Scale bar: 5 µm.

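RNA from the testes of 4 Tmem232-/- and 4 Tmem232+/+ mice aged 2 months was sequenced, with 1 library per mouse. The authors removed low-quality reads, mapped the others to GRCm38 with HISAT and Bowtie2 and counted them per gene with StringTie and featureCounts. The deposited table lists estimated counts without normalization for 19906 genes. The total counts of replicates 1 to 4 were 15503523, 16242138, 16106757 and 15959310 in the libraries labelled Tmem232-/-. In the libraries labelled Tmem232+/+ they were 16350871, 16092999, 15428421 and 16055845. The paper reports an average of about 45 M clean reads, and the values below use the counts, which averaged 15967483 per library. Between 10.7% and 11.2% of the genes in each library had a count that was not a whole number, so the counts were rounded. Differences were tested with edgeR after TMM normalization on the 15787 genes that passed its filter on low counts, without pairing the replicate numbers. Levels per mouse are given as counts per 1000000 counts (CPM) after TMM normalization. Tmem232 (Entrez ID 381107) was examined first, since it checks the genotype labels. Its CPM in replicates 1 to 4 were 148, 132, 123 and 122 in the libraries labelled Tmem232-/- and 111, 106, 108 and 109.9 in those labelled Tmem232+/+. The means were 131 ± 11.8 (SD, n = 4) and 109 ± 2.08 (SD, n = 4), a log2 fold change of 0.27 (standard error 0.072, adjusted p = 0.034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All libraries labelled Tmem232-/- were above all others (exact permutation test, two-sided p = 0.029, the smallest p that 4 mice against 4 allow). The deleted exons hold 17.9% of the bases of the transcript, and losing only the reads of these bases would give a log2 fold change of -0.28 if reads were spread evenly along it. The value of -0.28 also assumes an unchanged share of the cells that express Tmem232. The paper finds Tmem232 mainly in round spermatids, and 12 round spermatid markers had a median log2 fold change of 1.12 in these libraries. Tmem232 was higher in the libraries labelled Tmem232-/-, by less than this median. The paper's own checks of genotype were PCR and a western blot of testis. The count of Tmem232 did not verify the labels, and the libraries are named by their labels throughout. The table holds a single count per gene, so reads on the deleted exons could not be separated from the others. With each mouse left out in turn, the log2 fold change stayed between 0.21 and 0.32, and the adjusted p rose above 0.05 without replicate 1 or 2 labelled Tmem232-/- and without replicate 2 or 4 labelled Tmem232+/+. Over all alternatives, these fits included, the adjusted p ranged from 0.0027 to 0.114 across edgeR, DESeq2 and limma.

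**Figure D1:**
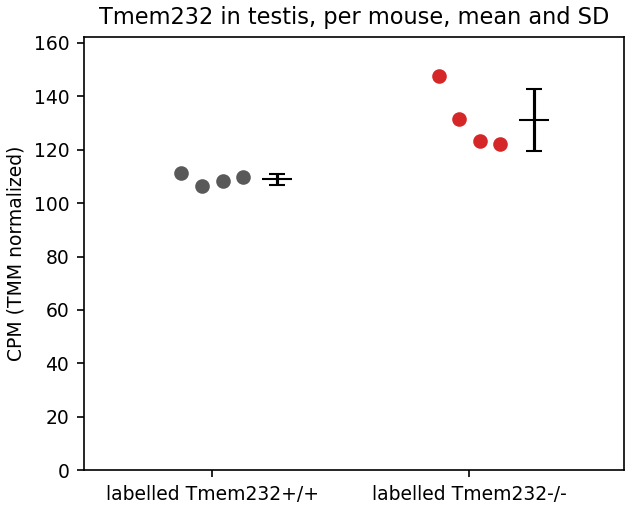
CPM of Tmem232 in testis after TMM normalization, with 1 point per mouse and the mean with its SD beside the points of each genotype label. The 4 libraries labelled Tmem232-/- lie between 122 and 148 CPM and the 4 labelled Tmem232+/+ between 106 and 111 CPM.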

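Atat1 (Entrez ID 73242) lies on chromosome 17 of GRCm38 from 35897595 to 35910082. It had 62.0, 53.9, 48.9 and 51.5 CPM in replicates 1 to 4 labelled Tmem232-/-, with a mean of 54.1 ± 5.65 (SD, n = 4). Replicates 1 to 4 labelled Tmem232+/+ had 37.7, 40.2, 50.0 and 39.2 CPM, with a mean of 41.8 ± 5.57 (SD, n = 4). The log2 fold change was 0.37 (standard error 0.104, adjusted p = 0.040 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, since replicate 3 labelled Tmem232+/+ exceeded replicate 3 labelled Tmem232-/- (exact permutation test, two-sided p = 0.057). The adjusted p rose above 0.05 in 6 of the 8 fits that each left out a mouse, namely all but those without replicate 3 of either label, and the log2 fold change in these 8 fits lay between 0.30 and 0.50. Replicate 3 labelled Tmem232+/+ moved it most, and without this library it was 0.50. With library size alone in place of TMM, the log2 fold change was 0.34 with an adjusted p of 0.065 from the same edgeR test. With DESeq2 it was 0.40 with an adjusted p of 0.011 from its Wald test, and over all alternatives the adjusted p ranged from 0.0019 to 0.12. The direction of this difference rests on labels that the count of Tmem232 did not verify. Within the genotypes, Atat1 had a correlation of 0.71 with markers of late spermatids. Its rise was not separated from a difference in the share of these cells.

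**Figure D2:**
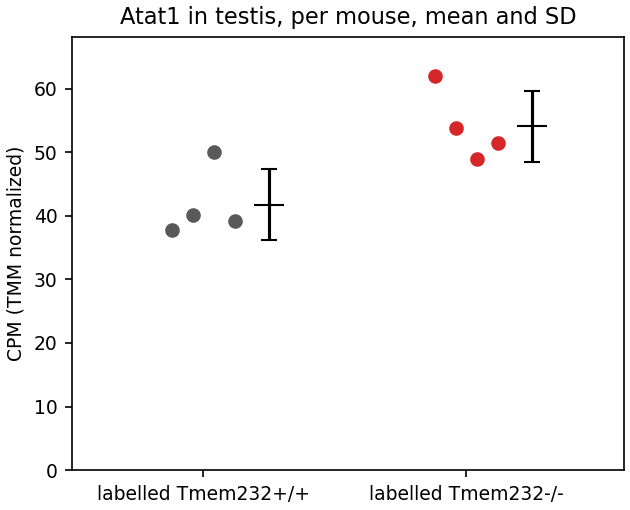
CPM of Atat1 in testis after TMM normalization, with 1 point per mouse and the mean with its SD beside the points of each genotype label. The libraries labelled Tmem232-/- lie between 48.9 and 62.0 CPM and those labelled Tmem232+/+ between 37.7 and 50.0 CPM, so that the groups overlap.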

To uncover the molecular mechanism underlying this variation, we first detected the expression of Tssk4, the absence of which led to a lack of axonemal MTDs and fusion of the sperm midpiece and principal piece. Western blotting of mouse testes showed that Tssk4 expression was decreased in *Tmem*232^−/−^ mice (Fig. 5D). Interestingly, α-Tubulin acetylation, which is implicated in regulating flagellar microtubule stability and function, was significantly reduced in *Tmem*232^−/−^ mice sperm compared to that in wild-type individuals (Fig. 5E). Previous studies have shown that α-Tubulin N-acetyltransferase 1 (ATAT1) is responsible for the acetylation of α-Tubulin [23, 24]. Our immunoprecipitation results showed that TMEM232 interacted with ATAT1 (Fig. 5F). TMEM232 was predicted to be a potential transmembrane proteins, and its 189-352 amino acid region between two transmembrane domains mainly mediatedly the interaction with ATAT1 (Supplementary Fig. S6A–C). The transmembrane region was necessary for the correct localization of TMEM232 (Supplementary Fig. S6D). RT-qPCR result indicated no significant difference in transcription level of *Atat1* in *Tmem232*^*−/−*^ and *Tmem232*^*+/+*^ mice testis (Fig. 5G, Supplementary Table S2), but ATAT1 was downregulated in protein level at *Tmem232*^*−/−*^ mice sperm (Fig. 5H). Overexpression of TMEM232 in HeLa cells led to an upregulation in the expression of the ATAT1 protein and an increase in the acetylation of α-Tubulin (Fig. 5I, J). Therefore, TMEM232 is necessary for the assembly of the axoneme complex and the stability of sperm flagella and respiratory cilia. TMEM232 can affect the α-Tubulin acetylation of sperm flagella-Tubulin through its interaction with ATAT1, thus modulating the stability of double sperm microtubules.

### Proteomic profiling of sperm from *Tmem232* KO mice

To elucidate the molecular mechanisms through which *Tmem232* KO aggravates abnormal sperm morphology, we conducted proteomic analyses of sperm from three *Tmem*232^−/−^ adult mice and three wild-type individuals. A total of 5199 proteins were identified, of which 4380 were quantified. The repeatability of quantified proteins was further compared by principal component analysis (PCA), and the samples were divided into two major categories (Supplementary Fig. S7A). A total of 343 DEPs were identified, including 88 upregulated and 255 downregulated (fold change ≥1.5, *P* < 0.05), with group comparisons presented in a volcano plot (Supplementary Fig. S7B, Supplementary Table S3). Proteins involved in cytoskeletal components, including the axoneme, annulus, outer dense fiber, MS, fibrous sheath, and calcium ion channels, as well as those implicated in energy metabolism, including the citrate cycle, glycolysis, and oxidative phosphorylation, were remarkably downregulated. To verify the proteomics results, we selected several significantly downregulated proteins for further investigation. Western blotting confirmed the decreased expression of structural proteins localized in the sperm flagellum (ODF1 and ODF2) and energy metabolism-associated proteins (PDHA2 and COX6B2) in *Tmem*232^−/−^ sperm (Supplementary Fig. S7C).

We then performed a KEGG enrichment analysis on these DEPs and identified 13 most enriched pathways (Supplementary Fig. S7D). These proteins were enriched in the citrate cycle, oxidative phosphorylation, carbon metabolism, and other pathways involved in energy metabolism, thus influencing sperm metabolism, motility, and survival. These enriched signaling pathways exhibited a high similarity with the enrichment pathways of downregulated proteins (Supplementary Fig. S8A). Next, a PPI network of DEPs was constructed using STRING v.11.5. The top 12 vital proteins, namely SOD2, GPX4, TXNRD3, NME8, RPL23, DNAIC1, COX6A1, SPAG6, COX4I1, COX5A, CCDC114, and WDR16, were determined using cytoNCA (Supplementary Fig. S7E). These proteins are important for maintaining the structural integrity of the central apparatus of the sperm tail, flagellar motility, and energy metabolism. Consistent results were obtained through GO analysis of differentially abundant proteins, which revealed significant enrichment in 30 terms, including 8, 8, and 14 terms of biological processes, cellular components, and molecular function, respectively (Supplementary Fig. S7F and Supplementary Table S4). Most of these terms were involved in germ cell development, including sperm flagellum, flagellated sperm motility, formation of microtubule bundles, motor activity of the microtubule, and pyruvate dehydrogenase activity, among others [25].

Another, three sub-pathways of the significantly enriched pathway “motile cilium assembly” included “sperm MS assembly,” “sperm axoneme assembly,” and “sperm flagellum assembly” (Fig. 6A, B). This is consistent with the phenotypic variance observed in *Tmem*232^−/−^ mice, including an aberrant midpiece–principal piece junction, deletion of the fourth doublet microtubule, and abnormality of the MS (Fig. 6C). For MS, *Tmem232*^*−/−*^ mouse sperm exhibited irregular arrangement, and four proteins (*Outer Mitochondrial Membrane Protein Porin 3*, VDAC3; *Armadillo Repeat Containing 12*, ARMC12; GK2, and CFAP58) enriched in the “sperm MS assembly” pathway were considered the potentially responsible gene. Western blotting verified that VDAC3 was downregulated in the testes of *Tmem*232^−/−^ mice (Fig. 6D). Co-immunoprecipitation experiments showed that, as important components of the MS, ARMC12 and VDAC3 could interact with SEPTIN 2, 7, and 12, which may mediate the connection between the MS and the sperm annulus, and their downregulation led to the loss of connection (Fig. 6E). Our findings revealed that TMEM232 is required to maintain the normal structure and energy metabolism of sperm flagella by regulating the expression of key factors.

**Fig. 6:**
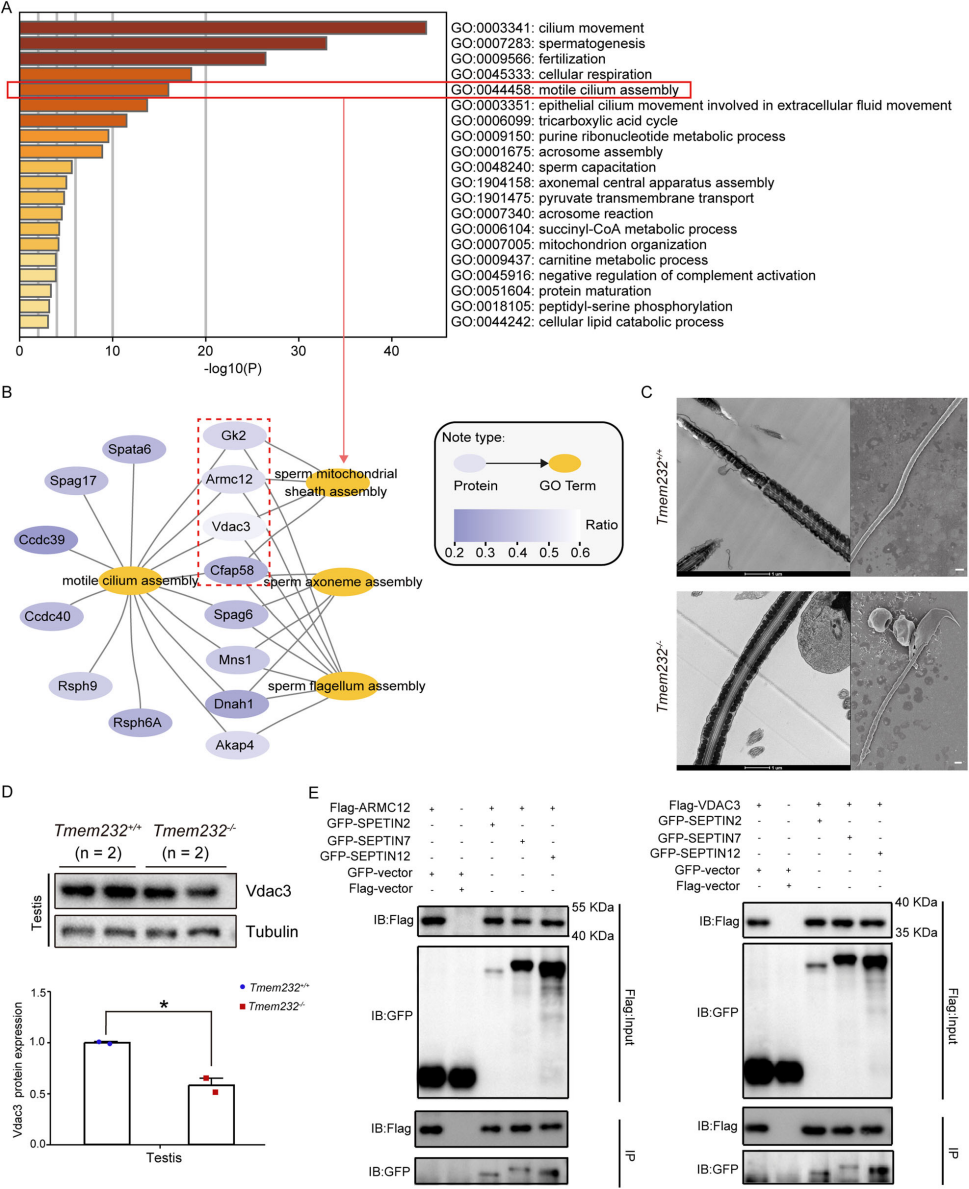
Differential expression of mitochondrial sheath structural proteins may contribute to the loss of annulus-MS junction in *Tmem232*^*−/−*^ sperm. **A** Bar graph of the pathway enrichment for downregulated proteins in *Tmem232*^*−/−*^ spermatozoa identified via proteomic analysis using the Metascape database. Only the significant GO terms (*P* < 0.05) are shown in rows. Terms with the prefix “GO” are from the Gene Ontology consortium. **B** Gene network of the sub-pathways for the significantly enriched pathway “motile cilium assembly.” **C** The MS of *Tmem232*^*+/+*^ and *Tmem232*^*−/−*^ mouse spermatozoa collected from the caudal epididymis was observed via TEM and SEM. Scale bars: 1 μm. **D** Western blotting analysis for the comparation of VDAC3 protein levels between *Tmem232*^*−/−*^ and *Tmem232*^*+/+*^ mouse testes. The α-Tubulin served as a loading control. The corresponding optical density readings for each image are shown below. The representative image of biological duplicates is shown. **E** The co-immunoprecipitation assay indicated the interaction between the ARMC12 (left) or VDAC3 (right) protein and SEPTIN 2, 7, or 12 in cells. Anti-Flag beads were used for immunoprecipitation. Anti-Flag and anti-GFP antibodies were used for western blotting analysis. The representative image of biological duplicates is shown.

### TMEM232-deficient mice exhibit ribosomal protein accumulation in the testis

Especially notable was, proteomics analysis revealed that multiple ribosomal components were specifically enriched in *Tmem*232^−/−^ mouse sperm (Fig. 7A, Supplementary Fig. S8B). The levels of 22 ribosomal subunits were upregulated, and none were downregulated in the sperm of *Tmem*232^−/−^ mice (Fig. 7B, Supplementary Table S3). During the maturation of spermatids from round spermatids to elongated sperm, unnecessary proteins, organelles, and bulk cytoplasm are eliminated through cytoplasmic droplet extrusion or autophagy. Therefore, testis lysates were collected and subjected to immunoblotting, and the results further confirmed the expression pattern of these ribosomal subunits (RPL3, RPL6, RPS6, and RPS8) in the testes of *Tmem232*^*−/−*^ mice (Fig. 7C). Immunofluorescence assay also revealed that RPL3 and RPS6 expression were specifically upregulated in round and elongated spermatids (indicated by arrow) in the seminiferous tubules of *Tmem232*^*−/−*^ mice (Fig. 7D). These results suggest that TMEM232 deficiency induced the enrichment of ribosomes in round spermatids and elongated sperm.

**Fig. 7:**
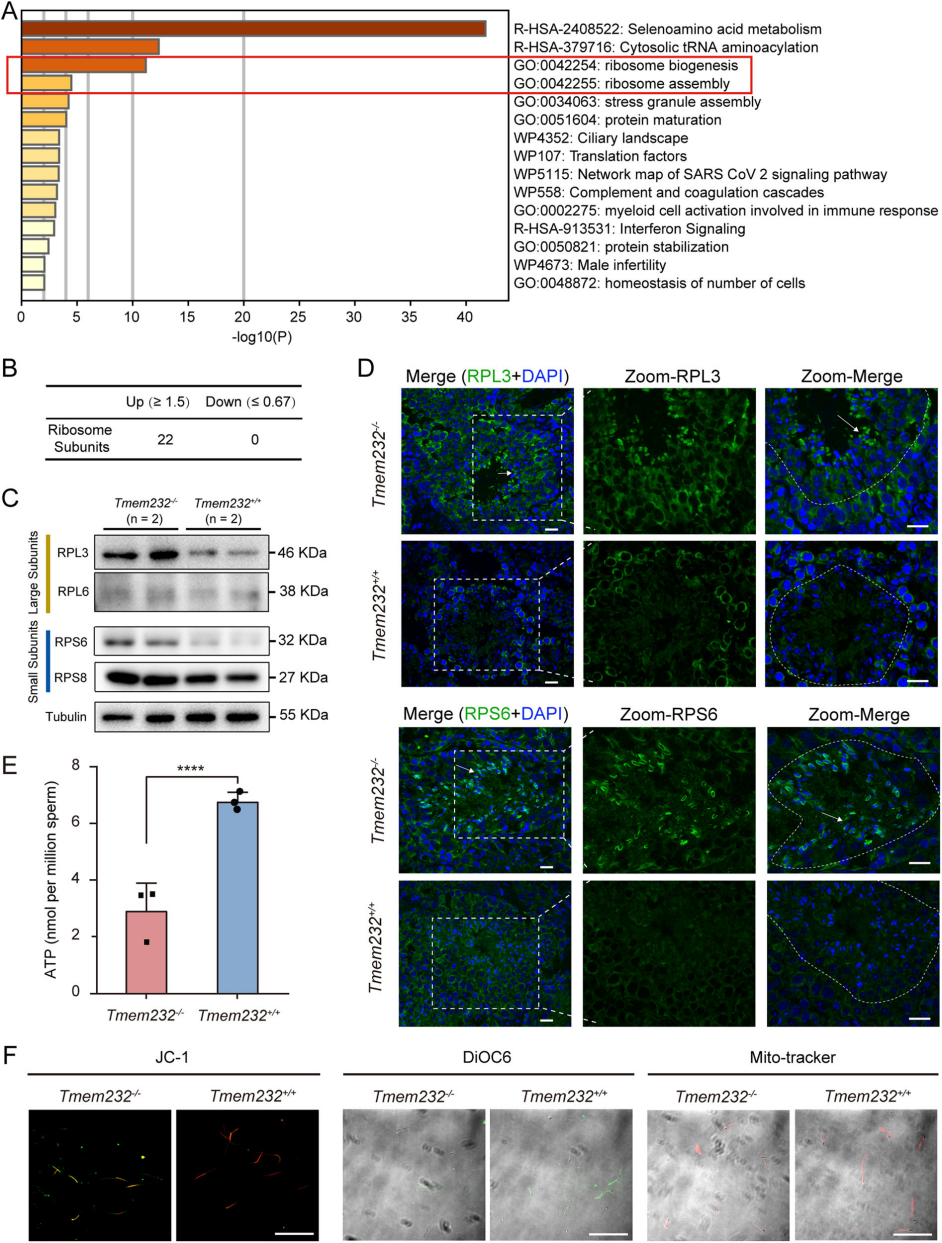
TMEM232 deficiency leads to the accumulation of ribosomal proteins in mouse testis. **A** Bar graph of the pathway enrichment for upregulated proteins in *Tmem232*^*−/−*^ spermatozoa identified via proteomic analysis using the Metascape database. Only significant GO terms (*P* < 0.05) are shown in rows. Terms with the prefix “R-HSA” are from the Reactome, the prefix “GO” from the Gene Ontology consortium, and the prefix “WP” from the WikiPathways. **B** Number of significantly upregulated or downregulated ribosomal subunit proteins identified using proteomic analysis. **C** Western blotting analysis revealed the protein levels of large and small ribosomal subunits, respectively, in the testes of *Tmem232*^*+/+*^ (*n* = 2) and *Tmem232*^*−/−*^ (*n* = 2) male mice at 2-months-old. α-Tubulin served as a loading control. The representative image of biological duplicates is shown. **D** Immunofluorescent staining (IF) of ribosomal proteins RPL3 and RPS6 on frozen sections of *Tmem232*^*+/+*^ (*n* = 3) and *Tmem232*^*−/−*^ (*n* = 3) male mice testis. Blue, DAPI; green, RPL3 or RPS6. A detailed explanation of the schematic diagram is given in the text. Scale bars, 20 μm. **E** ATP levels were significantly decreased in *Tmem232*^−/−^ mouse sperm compared with those in the controls. *Tmem232*^+/+^, 6.78 ± 0.18; Tmem232^−/−^, 2.92 ± 0.56. Data are presented as mean ± SEM. **** indicates *P* < 0.0001; *n* = 3 for each genotype. **F** Fluorescence microscopy observation of sperm obtained from *Tmem232*^*+/+*^ (*n* = 2) and *Tmem232*^*−/−*^ (*n* = 2) male mice after JC-1 staining, DiOC6, or Mito-Tracker staining. Scale bars, 100 μm.

Considering that the elimination of cytosolic ribosomes during spermiogenesis provides energy for flagellar motility [7], we analyzed the energy status of sperm from TMEM232-deficient mice. The results indicated significantly decreased ATP content in *Tmem232*^*−/−*^ mouse sperm compared with that in WT mouse sperm (Fig. 7E). Additionally, compared with the active mitochondria (JC-1 color red) in WT mouse sperm, *Tmem232*^*−/−*^ mice exhibited a notably lower mitochondrial membrane potential (MMP) (JC-1 color green). Moreover, 3,3’-dihexyloxacarbocyanine iodide (DiOC6) and Mito-Tracker (red) staining further confirmed the low mitochondrial energy status in *Tmem232*^*−/−*^ mouse sperm (Fig. 7F). These results indicate that the absence of TMEM232 disrupted ribosomal quantity control during spermiogenesis and adversely affected sperm energy supply for its motility.

### TMEM232 functions in autophagy in mouse testis

A previous study demonstrated that ribosome removal was disrupted in the elongated spermatids of *ARMC3* knockout mice, which led to ribosomal protein accumulation, immotile flagella, and complete male infertility [17]. Our proteomic analysis indicated that ARMC3 expression was significantly downregulated in the testis of *Tmem232*^*−/−*^ mice compared with those in *Tmem232*^*+/+*^ mice, a finding confirmed by immunoblotting (Fig. 8A). ARMC3 is involved in early autophagic events through interactions with the mammalian PIK3C3-C1 subunits VPS34/PIK3C3, VPS15/p150/PIK3R4, Beclin1, and ATG14 in mouse testes [17]. These proteins had relatively stable expression except ATG14 in the testis of *Tmem232*^*−/−*^ mice (Fig. 8B). Notably, TMEM232 also exhibited a binding capacity with ATG14 (Fig. 8C). Mammalian LC3 plays an essential role in autophagosome formation and is subject to autophagic degradation. SQSTM1/P62 serves as a receptor for targeting substrate cargos to autophagosomes and is degraded along with the cargos through autophagy [26]. In HeLa cells, exogenous TMEM232 exhibited the cellular localization consistent with some LC3, not with GOLGI97 and LAMP1 (Fig. 8D). The reduced ratio of active form of LC3B (LC3B-II) and the accumulation of P62 in TMEM232-deficient testes indicated a significant blockade of autophagy owing to TMEM232 deletion (Fig. 8E). Upregulated expression of P62 was also detected in the seminiferous tubules of *Tmem232*^*−/−*^ mice (Fig. 8F). Subsequently, autophagosome synthesis was monitored in cells treated with bafilomycin A1, a V-ATPase inhibitor that blocks the fusion of autophagosomes with lysosomes to inhibit their degradation. Western blotting results showed that TMEM232 overexpression increased the protein expression level of LC3B in bafilomycin A1-treated cells, suggesting that TMEM232 might involve in the regulation of autophagy (Fig. 8G). 

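In the testis libraries, 865 genes were higher and 18 were lower in those labelled Tmem232-/- at a fold change of 2 or more and an unadjusted P under 0.05 in edgeR. The alternative that moved the 865 most was a limit of 1.5 on fold change in place of 2, with 1422 higher genes. Without a limit on fold change, 1633 genes were higher and 230 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without 1 library, the 18 lower genes became 39 (replicate 2 labelled Tmem232+/+), 36 (replicate 4 labelled Tmem232+/+), 34 (replicate 2 labelled Tmem232-/-) or 28 (replicate 4 labelled Tmem232-/-). The 230 became 356 without replicate 4 labelled Tmem232-/-, and between 37 and 108 without any other library except replicate 3 labelled Tmem232+/+. Directions are given by the labels, which the count of Tmem232 did not verify. Within the genotypes, the higher genes had a median correlation of 0.81 with late spermatid markers (841 genes), and other genes 0.015 (14851 genes). A share of late spermatids that differs between mice is a candidate explanation of part of the rise. Prm1, such a marker, had 4.55 CPM in the libraries labelled Tmem232+/+ and 95.9 CPM in the others. Whether the mice of both labels matched in age and stage was not tested. Genes were named as the largest rises or falls if they also had an adjusted p under 0.05 in edgeR, a mean of at least 1 CPM and no overlap between the genotypes. Cstl1 and 1700008P02Rik, which were among the 5 largest rises by fitted fold change, had 1 or 2 counts in each library labelled Tmem232+/+, and set against a level of 3 counts they were at least 15.3-fold and 14.0-fold higher in the others. Gm8777, whose counts were not whole in some libraries, was at least 15.2-fold higher against the same level. 1700080E11Rik had between 1 and 3 counts in the libraries labelled Tmem232+/+ and between 36 and 94 in the others, at least 22.0-fold higher against the level of 3 counts, which 2 libraries labelled Tmem232+/+ reached. Bpifa3 rose from 0.140 ± 0.129 (SD, n = 4) to 3.84 ± 1.33 CPM (SD, n = 4). Only 4 lower genes met the same criteria, namely Stc1, Mapk13, Adamts8 and Kcnk3. Stc1 (chromosome 14) fell from 11.4 ± 3.33 (SD, n = 4) to 4.63 ± 1.88 CPM (SD, n = 4), a log2 fold change of -1.30 (standard error 0.28, adjusted p = 0.0092 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mapk13, Adamts8 and Kcnk3 had log2 fold changes of -1.17, -1.16 and -1.11. Adamts8 had an adjusted p above 0.05 in 2 of 16 alternatives, among them the fit without replicate 1 labelled Tmem232+/+ with 0.0505, and its range over the alternatives was 0.0043 to 0.059. In a list of 34 genes from the paper's measurements, which does not hold every gene the paper names, 9 had an adjusted p under 0.05 over all tested genes from edgeR, and 9 had one when adjusted over the list alone. All 9 were higher in the libraries labelled Tmem232-/-, and the other 25 of the list had log2 fold changes between -0.30 and 0.21.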

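The proteins listed as changed in Tmem232-/- sperm were set against these transcripts, with the protein ratios taken from Supplementary Table 3. Of the 343 listed proteins, 334 were matched to a gene of the table and 323 of these genes were tested. The genes of the 237 downregulated proteins had a median log2 fold change of 0.13, with 161 transcripts higher and 76 lower. This median was 0.083 without replicate 2 labelled Tmem232+/+ and 0.19 without replicate 1 labelled Tmem232+/+. Of these 237 genes, 91 were higher and 0 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 60 were higher and 0 lower by a fold change of 2 or more at an unadjusted P under 0.05. Among them, Sept4 (chromosome 11) had 60.8 ± 4.71 CPM (SD, n = 4) in the libraries labelled Tmem232-/- and 22.3 ± 3.12 CPM (SD, n = 4) in those labelled Tmem232+/+, a log2 fold change of 1.45 (standard error 0.104, adjusted p = 2.06e-05 from the same edgeR test). Odf1, Armc12 and Tssk4 had log2 fold changes of 1.33, 1.21 and 1.05 with standard errors of 0.146, 0.17 and 0.14. Cfap58, Dnajb13 and Odf2 had smaller log2 fold changes of 0.67, 0.58 and 0.31, and that of Odf2 had an adjusted p above 0.05 in 6 of 17 alternatives, of which 5 left out replicate 1, 2 or 3 labelled Tmem232-/- or replicate 2 or 4 labelled Tmem232+/+, with a range from 0.000128 to 0.073 over all. The genes of the 86 upregulated proteins had a median log2 fold change of -0.083, with 30 transcripts higher and 56 lower. This median was -0.041 without replicate 3 and -0.045 without replicate 1 labelled Tmem232+/+. In the alternatives that kept all libraries it lay between -0.12 and -0.042. The median over all tested genes was itself -0.054, so that part of this shift against 0 is common to all genes. As sets, the genes of the downregulated proteins had an adjusted p of 2.08e-14 and those of the upregulated proteins 0.193 in limma's camera test with Benjamini-Hochberg adjustment over 3 sets. The third set, 83 genes of ribosomal proteins, had a median log2 fold change of -0.16 and an adjusted p of 1.39e-05 in the same test, and its genes had log2 fold changes from -0.31 to -0.0033, of which 2 turned positive with DESeq2's size factors in place of TMM. Without replicate 3 labelled Tmem232+/+ the median of this set was -0.066. Of these calls, the one for the downregulated proteins held under fry (adjusted p = 0.0069) and none held under a correlation estimated from the data. Across the 323 genes, which are not independent replicates, transcript and protein changes had a Spearman's rho of -0.46 (permutation test, two-sided p = 1e-05, the smallest that 100000 permutations give) and a Pearson's r of -0.298 (permutation test, two-sided p = 2e-05). Within the 237 genes of downregulated proteins rho was -0.30 (permutation test, two-sided p = 1e-05), and within the 86 genes of upregulated proteins it was 0.12 (permutation test, two-sided p = 0.271). Of the 35 splits of the 8 libraries into groups of 4, 4 gave a rho across all 323 genes as far from 0, the split by genotype included. The others of these 4, with rho of -0.48, -0.53 and -0.46, each kept 3 libraries of a genotype together. They thus hold part of the difference by genotype, and how often chance gives such a rho is left open. The transcripts are from whole testis and the proteins from sperm of the caudal epididymis. In the same testis libraries, markers of round and elongating spermatids had median log2 fold changes of 1.12 and 1.62. Whether the genes of the downregulated proteins rose on their own or with late spermatid transcripts as a whole cannot be told apart. From the comparison of transcripts with proteins the paper proposes that TMEM232 may act on proteins mainly by regulation after translation, with a part in autophagy as a possibility.

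**Figure D3:**
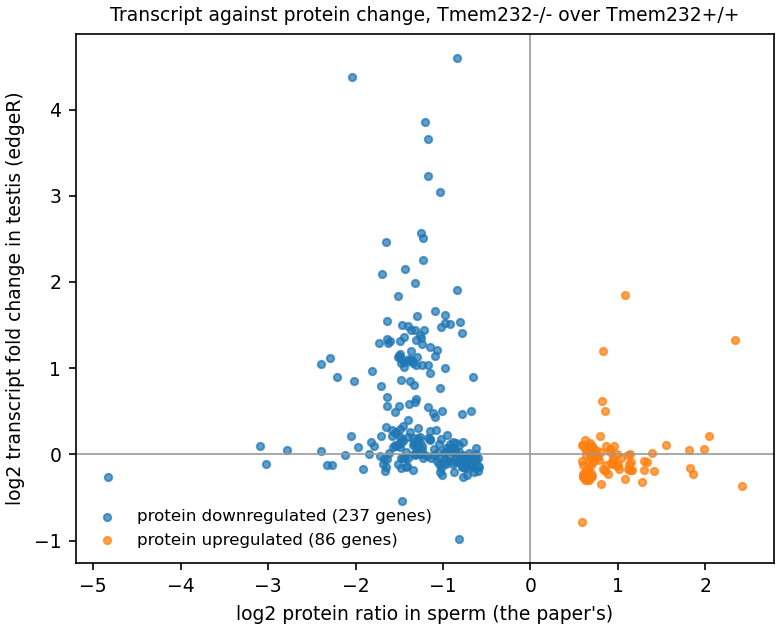
Log2 fold change of the transcript in testis (vertical axis, edgeR, libraries labelled Tmem232-/- over Tmem232+/+) against the log2 protein ratio in sperm that the paper reports (horizontal axis), with 1 point per gene. Of the 237 genes of downregulated proteins, 161 lie above 0 on the vertical axis, and of the 86 genes of upregulated proteins 30 do.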

According to the transcriptome analysis of the 2-months-old testes from *Tmem232*^*−/−*^ and *Tmem232*^*+/+*^ mice, including 876 upregulated and 10 downregulated (fold change ≥2, *P* < 0.05) identified, the up-regulation or down-regulation of proteins were not specifically attributable to their transcription (Supplementary Fig. S9, Supplementary Table S2). It hints that TMEM232 may mainly affect protein expression through post-translational regulation, mirroring the possibility that TMEM232 is involved in autophagy to regulating the abundance of protein.

**Fig. 8:**
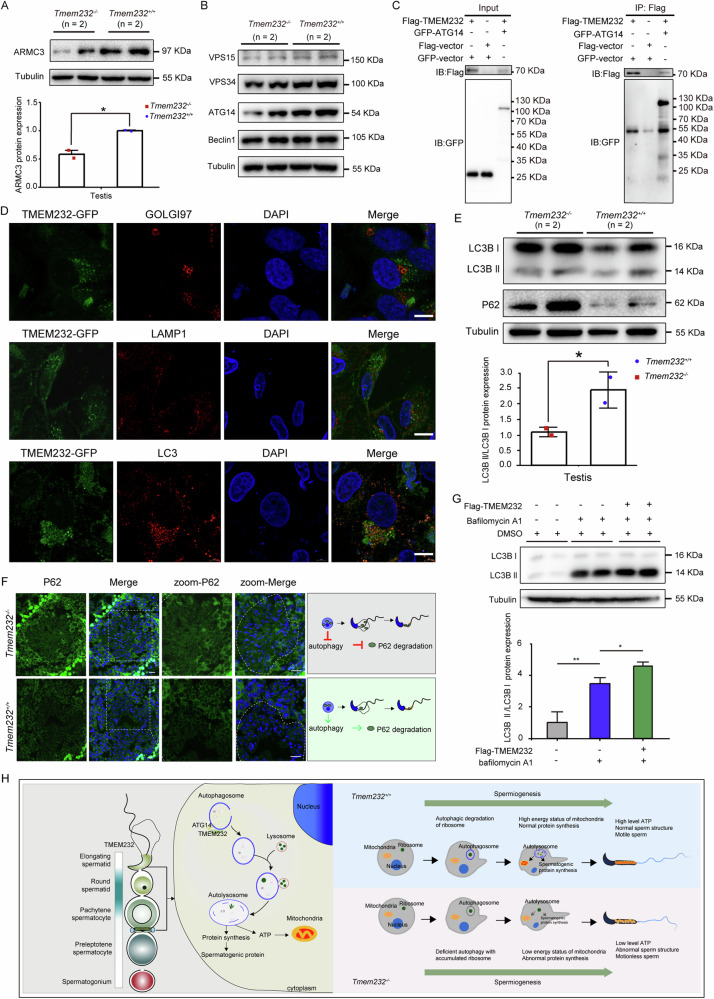
TMEM232 functions in autophagy in mouse testis. **A** Western blotting analysis for the comparison of ARMC3 protein levels between *Tmem232*^*−/−*^ (*n* = 2) and *Tmem232*^*+/+*^ (*n* = 2) mouse testes and sperms at 2-months-old. α-Tubulin served as a loading control. The corresponding optical density readings for each image are shown. The representative image of biological duplicates is shown. **B** Western blotting analysis revealed the protein levels of four subunits (VPS15, VPS34, ATG14, and Beclin1) of PIK3C3-C1 complex in the testes of 2-month-old *Tmem232*^*+/+*^ (*n* = 2) and *Tmem232*^*−/−*^(*n* = 2) male mice. α-Tubulin served as a loading control. The representative image of biological duplicates is shown. **C** Co-immunoprecipitation assay results revealed the interaction between the TMEM232 and ATG14 protein in cells. Anti-Flag beads were used for immunoprecipitation. Anti-Flag and anti-GFP antibodies were used for western blotting analysis. The results shown are representative of three independent experiments. The representative image of biological duplicates is shown. **D** TMEM232-GFP was partly colocalized with LC3 in HeLa cells. Subcellular localization of target proteins (red) was probed with an anti-GOLGI97 antibody (upper panel, marker of Golgi apparatus), an anti-LAMP1 antibody (middle panel, marker of lysosome), and an anti-LC3 antibody (lower panel, marker of autophagosome). Cell nuclei were counterstained with DAPI. Scale bars, 10 μm. **E** The absence of TMEM232 in mice resulted in the accumulation of P62 and LC3. *Tmem232*^*+/+*^ (*n* = 2) and *Tmem232*^*−/−*^ (*n* = 2) mouse testes were separated and prepared for western blotting analysis. α-Tubulin served as a loading control. The corresponding optical density readings for each image are shown. The representative image of biological duplicates is shown. **F** Immunofluorescence staining of the P62 protein performed on frozen sections of *Tmem232*^*+/+*^ (*n* = 2) and *Tmem232*^*−/−*^ (*n* = 2) mouse testes. Blue, DAPI; green, P62. Scale bars, 20 μm. **G** Western blotting analysis of LC3B protein levels in HeLa cells after Flag-TMEM232 overexpression treatment with or without bafilomycin A1 (BafA1, 50 nM) treatment. HeLa cells were pretreated with Baf-A1 for 1 h and transfected with *p-TMEM232×3FLAG-Myc-CMV-24* plasmid for 24 h. α-Tubulin served as a loading control. The corresponding optical density readings for each image are shown below. The results shown are representative of three independent experiments. The representative image of biological duplicates is shown. **H** A proposed model for the assumption that TMEM232 is involved in autophagy to regulate sperm formation in mice.

So, we speculated that TMEM232 might be involved in autophagy by interacting with autophagy-related proteins, such as ATG14, thereby affecting the abundance of proteins which contribute to the sperm phenotype in TMEM232 KO mouse. TMEM232-deficient male germ cells exhibited the dysregulation of autophagy flux, leading to the accumulation of ribosomal protein and consequent failure to provide energy and substrate resources for mitochondria or protein synthesis (Such as ATAT1, SEPTINs, ARMC3, et al.) during spermatogenesis. Owing to the essential role of TMEM232 during spermatogenesis, TMEM232-deficient mice exhibited abnormal sperm phenotypes, and insufficient energy supply, resulting in male infertility (Fig. 8H).

## Discussion

In this study, we explored the potential role of TMEM232 in fertility using *Tmem232* KO mice generated with the CRISPR-Cas9 technology. Our functional screenings demonstrated that *Tmem232* is essential for male fertility. Structural abnormalities in the *Tmem232*^*−/−*^ sperm flagella responsible for immobility and infertility occur at the axonemal MTDs and annulus between midpiece-principal piece junction.

The 9 + 2 microtubules of sperm flagella comprise a central pair of microtubules surrounded by nine peripheral MTDs in a specific order [27]. The T-shaped RSs structure connects the outer MTDs to the central pair of microtubules. The nine MTDs are numbered clockwise, and the MTD perpendicular to the central microtubules is defined as the first [28]. Each MTD comprises of a circular A tubule and a partial B tubule, and the lumen surface of MTD is highly decorated with microtubule-associated proteins, which are important for MTD stability [29–36]. For example, *Dnah17*, *Vdac3*, and *Pla2g3* loss induces destabilization of sperm MTDs 4–7, causing asthenozoospermia, whereas *Ccdc176* KO mouse sperm exhibit axonemal structure deficiency in the absence of *Dmt1* and/or 9 (missing *Dmt1*, *Dmt9*, or both). The deletion of *Tssk4* results in the loss of doublet microtubules 1–4 in the sperm flagellum and an abnormal sperm annulus, a phenotypic defect similar to that of *Tmem232*^*−/−*^ mouse sperm. Here, we found that lack of TMEM232 would result in absence of the fourth outer microtubule doublet. Previous study has reported that the sperm flagellum of CFAP97 domain-containing 1 (Cfap97d1)-KO mice also lacked the fourth doublet microtubule [32]. However, the underlying molecular mechanisms remain unknown till now [37].

As the motile cilium and sperm flagellum share the same 9 + 2 microtubular arrangement, we speculate that the genetic defect of *Tmem232* in sperm flagella may also affect motile cilia. However, T*mem232*-null mice exhibited no respiratory symptoms, such as coughing or sneezing. TEM analysis of motile cilia on the surface of tracheal epithelial cells demonstrated a normal 9 + 2 structure, coordinated directionality of the axonemes, and complete basal feet. SEM analyzes revealed that the cilia were shorter and fewer in *Tmem232-*null tracheal epithelium cells than in wild-type mice. The profile of microtubule proteins in mammalian sperm, which was recently identified by cryo-electron microscopy, confirmed the unidentical compositions of flagella and cilia microtubule protein [29, 37–41]. These findings indicated that the functional features of TMEM232 are tissue specific.

Furthermore, we identified that TMEM232 is a testes-enriched gene in both humans and mice. Tmem232 is expressed at P21 in mouse testes, when round post-meiotic spermatids are highly represented and flagella begins to form. Tmem232 plays a role in the formation of the axoneme and accessory structure in elongating spermatids through the interaction with ATAT1, SEPTINs, and ARMC3 along with other proteins. The degree of α-Tubulin acetylation, which has been implicated in the regulation of microtubule stability and function [42], was lower in the sperm of *Tmem232*^*−/−*^ mice compared to that in wild-type mice. Interestingly, TMEM232 can interact with the ATAT1 protein, which enters the lumen of the microtubule and promotes α-Tubulin acetylation [23, 24]. In neurons, ATAT1 is transported to the cytosolic side of neuronal vesicles moving along the axons, and the ATAT1-enriched vesicles are regarded as the predominant drivers of α-Tubulin acetylation in the axons [43]. In cultured cells, TMEM232 is localized in the plasma membrane and some vesicles. Therefore, TMEM232 may affect the distribution or local activity of intracellular ATAT1 to reduce the α-Tubulin acetylation level of -Tubulin, resulting in the instability of doublet microtubules of sperm. These results suggest that TMEM232, as a potential scaffold protein, involves in the correct assembly and distribution of certain functional complexes by recruiting key intracellular proteins, such as ATAT1, onto trafficking vesicles and is essential for the formation of a highly structured flagellum.

One of the most fascinating features of *Tmem232*^*−/−*^ mouse spermatozoa was the abnormal midpiece-principal piece junction. The sperm annulus is a ring structure connecting the midpiece and the principal piece of the sperm flagellum, which comprises a complex of SEPTIN 1, 2, 4, 6, 7, and 12 associated with the co-chaperone DNAJB13 [44–48]. Protein mass spectrometry data showed that DNAJB13 were downregulated in *Tmem232*^*−/−*^ mouse sperm. Subsequently, western blotting analysis and immunofluorescence staining demonstrated that SEPTIN 2, 6, 7, and 12 were also downregulated in *Tmem232*^*−/−*^ mouse sperm, which may be responsible for the loss of annulus-MS (mitochondrial sheath) junction. Moreover, the MS exhibited an irregular arrangement in *Tmem232*^*−/−*^ mouse sperm, which might affect the function of mitochondria [49, 50]. GO analysis of the downregulated proteins in *Tmem232*^*−/−*^ mouse sperm revealed that the DEPs, including ARMC12, GK2, VDAC3, and CFAP58, were enriched in flagellar assembly-related pathways, including the sperm MS assembly pathway. ARMC12 is a mitochondrial peripheral membrane protein that has been implicated in the abnormal arrangement of MS, causing infertility in mice [51]. Co-immunoprecipitation assays showed that ARMC12 could interact with SEPTIN 12, which was disappeared in *Tmem232*^*−/−*^ mouse sperm. Based on the flagellar structure of sperm, we speculated that the downregulation of ARMC12 and some SEPTINs might weaken the connection between the annulus ring and MS, aggravating the abnormalities at the midpiece-principal piece junction.

Autophagy is a catabolic recycling pathway responsible for degrading and recycling cytoplasmic components, such as ribosomes, to modulate various physiological and pathological events, including spermatogenesis [16, 17]. This study also revealed that TMEM232 was likely involved in autophagy to regulate the spermatogenesis for the following reasons: 1) TMEM232 interacted with the ATG14 protein, a member of the PIK3C3-C1 complex responsible for regulating autophagosome formation; 2) TMEM232 co-localized with LC3 in cultured cells, and TMEM232-deficient testes exhibited the accumulation of LC3 and P62, along with a decreased ratio of the active form of LC3; 3) TMEM232 exogenous overexpression induced an increase in the expression of LC3. The removal of cytoplasmic organelles during spermiogenesis by autophagy is essential for mature sperm formation [13, 15, 52]. ARMC3, an essential protein for sperm motility and fertility, has been identified as an autophagy regulator [17]. In the present study, *Tmem232*-knockout mice exhibited downregulated expression of ARMC3 and an accumulation of ribosomal proteins, which further support the possibility that TMEM232 is involved in the autophagic removal of excessive cytoplasmic materials, such as ribosomes, to provide energy resources for spermatids during the transition from round into elongated spermatids. Autophagy facilitates the removal of specific organelles, ribosomes, and protein aggregates through either non-selective or selective pathways [26, 53]. So, we speculated that the failure of ribosomal degradation resulting from TMEM232 deficiency would disrupt the steady-state balance of intracellular proteins. Another, TMEM232 could interact with septins and partly colocalized in some vesicles. Recently, Septins was discovered to contribute to autophagosome biogenesis, and several vesicular trafficking processes participate in autophagy flux [54–56]. So, we suggested that TMEM232, as a scaffold protein, could cooperate with septins to regulate the autophagosome formation. However, further experimental evidence is required to confirm this hypothesis.

Our study provided the phenotypic identification and molecular dissection of mouse infertility caused by *Tmem232* deficiency. Here, we show that the lack of *Tmem232* leads to the deletion of the fourth doublet microtubule, a midpiece-principal piece junction defect, and irregular MS arrangement in sperm, which finally cause infertility. TMEM232 could interact with ATAT1 to modulate the acetylation of α-Tubulin, which is responsible for the stability of microtubules. *Tmem232* KO would disrupt the interaction between SEPTINs with ARMC12 and VDAC3, which lead to the loss of connection between the annulus ring and MS. Furthermore, we also provided evidence that TMEM232 may be involved in selective autophagy by interacting with ATG14 during spermiogenesis to subsequently provide substrates for sperm protein synthesis and energy for flagellar movement. Our findings provide a better understanding of the function of TMEM232 in sperm formation, advancing the knowledge of male infertility. However, the lack of a specific TMEM232 antibody for IF prevented the determination of its endogenous location and functional complex in mouse testis. The molecular mechanism underlying the deletion of the fourth doublet microtubule in *Tmem232*^*−/−*^ mice also remains unclear. In the future, structural and dynamic analysis of TMEM232-associated protein complex may help to clarify its function during spermiogenesis.

## Materials and methods

### Experimental animals and ethics approval statement

The mice were housed and reared in specific pathogen-free conditions under a 12-h light/dark cycle with controlled temperature (25 ± 2 °C) and humidity (45-60%). Mice were provided autoclaved food and water. Guidelines from the Laboratory Animal Ethics Commission of Chinese Academy of Sciences were used for the animal procedures in this study, and all animal experiments were approved by the Animal Experimentation Ethics Committee of Anhui Medical University (Animal Ethics Committee approval no. 20190403). The experiments involving animals were performed in accordance with “Instructive Notions with Respect to Caring for Laboratory Animals” established by the Ministry of Science and Technology of the People’s Republic of China.

### Cell culture and transfection

GC-1, MGC803, HeLa, and HEK-293T cell lines were obtained from the Shanghai Institute of Cell and Tongpai Biotechnology Co., Ltd. (Shanghai). Regular authentication of cell lines was conducted through short tandem repeat profiling and mycoplasma testing. All cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) with 4.5 g/L D-glucose (Cat^#^ A4192101; Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum (Cat^#^C04001; VivaCell, Shanghai, China) and 1% penicillin-streptomycin (Cat^#^15140122; Gibco, USA). Transfection of plasmids into cells was conducted using Lipofectamine 2000 (Cat^#^ 11668019; Thermo Fisher Scientific, USA) when cell density reached approximately 85%. This experiment was performed in biological duplicates.

### Purification of GST-TMEM232 fusion protein and antibody testing

Recombinant GST-TMEM232 fusion proteins were prepared and expressed in *Escherichia coli* BL21 (DE3) cells. After being induced with isopropyl-β-D-thiogalactopyranoside, bacterial cultures were harvested and disrupted by sonication. The supernatants of cell lysates were mixed with 50% glutathione–Sepharose beads and incubated for 1 h at 4 °C with gentle rocking motion on a rotating platform. After washing three times with wash buffer, the proteins bound to the resin were eluted with elution buffer, mixed with sodium dodecyl sulfate (SDS) loading buffer, and boiled for 10 min. Finally, the samples were separated using SDS-polyacrylamide gel electrophoresis (SDS-PAGE) followed by western blotting with anti-TMEM232 antibody to evaluate its specificity and binding ability.

### Isolation of spermatogenic cells

Spermatogonia, pachytene spermatocytes, round spermatids, and elongated spermatids were isolated using the STA-PUT method. Sertoli cells and spermatogonia were isolated from mice on postnatal day 6-8, whereas pachytene spermatocytes and round spermatids were isolated from adult mice. Briefly, mouse testes were digested with collagenase IV (Cat^#^ C4-28-100MG, Merck & Co., Inc., Rahway, NJ, USA,). The Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco, Grand Island, NY, USA) was used to wash dispersed seminiferous tubules and then centrifuged at 500 × *g*. Further digest the pellet with DNase I (Cat^#^ D7073; Beyotime, Shanghai, China) containing 0.25% trypsin and filter with 40 µm mesh screens to obtain a single-cell suspension. The separation apparatus (ProScience, Don Mills, Ontario, Canada) was used to isolate cells from single-cell suspension with 2–4% BSA gradient (2% BSA and 4% BSA in DMEM) loaded into the separation apparatus chamber. Cell fractions were harvested after 1.5–3 h of sedimentation. According to cell diameter, morphological characteristics and DAPI staining under a light microscope, different cell types were identified. The purity of round spermatids, pachytene spermatocytes and spermatogonia was approximately 90%, and then divided each type of cell into two parts, one for RT-qPCR experiments and the other for immunoblotting analysis.

### RNA extraction and quantitative real-time polymerase chain reaction (RT-qPCR)

Spermatogenic cells were isolated from postnatal day 6 and two-month-old wild-type mice. Tissues, including heart, spleen, liver, lung, kidney, ovary, trachea, skin, testis, and epididymis, were collected from two-month-old wild-type mice. Additionally, integral fresh mouse testes were obtained from P7, P14, P21, P28, P35, and P56 wild-type mice. Finally, integral fresh mouse testes were collected from wild-type and *Tmem232* KO mice at two months old. These samples were subjected to RNA extraction using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Various spermatogenic cells isolated from fresh mouse testis tissues at two months old using the STA-PUT method were rapidly resuspended in TRIzol after washing twice with phosphate-buffered saline (PBS). For fresh tissue samples, TRIzol was added after grinding on liquid nitrogen. RNA quantity and integrity were assessed using a NanoDrop One Microvolume UV-Vis Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and by agarose gel electrophoresis, respectively. First-strand cDNA was synthesized using the RevertAid First-Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. qPCR was performed on a Bio-RadCFX96 Real-Time System (Bio-Rad, Hercules, CA, USA) using qPCR SYBR SuperMix Plus (Novoprotein, Suzhou, China). All reactions were prepared in triplicate, and the relative amounts of mRNAs were calculated using the comparative 2^-ΔΔCT^ method with *Gapdh* as the endogenous control for normalization. The primers used for qPCR are listed in Supplementary Table S5. All experiments were performed in biological duplicates.

### Western blotting

Proteins from cultured cells and mouse tissues were extracted using radioimmunoprecipitation assay buffer (Cat^#^ 89901; Thermo Fisher Scientific, Waltham, MA, USA) containing a 1× phenylmethylsulfonyl fluoride protease inhibitor mixture (Cat^#^ 36978; Thermo Fisher Scientific, Waltham, MA, USA). The lysates were clarified by centrifugation (12,500 × *g* at 4 °C for 20 min) to remove insoluble material. The supernatant was collected, and the protein concentration was measured through a BCA assay following the manufacturer’s instructions. The protein fractions were heated at 100 °C for 10 min, separated using SDS-PAGE on 10% gel, and transferred to polyvinylidene difluoridemembranes (Cat^#^ 162–0177; Bio-Rad, Richmond, CA, USA). The membranes were blocked with 5% non-fat milk for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. After washing three times with phosphate buffered saline (PBS) containing 0.1% Tween-20 (PBST), the membranes were incubated with secondary antibodies at room temperature for 40 min. The signals from the detected proteins were visualized using SuperSignal West Femto Chemiluminescent Substrate (Cat^#^ 34094; Thermo Fisher Scientific, Waltham, MA, USA). The following primary antibodies were used: rabbit anti-Lamin B1 (Cat^#^ 12987-1-AP; Proteintech, Chicago, IL, USA, 1:5000), mouse anti-α-Tubulin (Cat^#^ 66031-1-lg; Proteintech, Chicago, IL, USA, 1:10000), rabbit anti-SEPTIN2 (Cat^#^ 11397-1-AP; Proteintech, USA, 1:2000), rabbit anti-SEPTIN4 (Cat^#^ 12476-1-AP; Proteintech, Chicago, IL, USA, 1:1000), rabbit anti-SEPTIN6 (Cat^#^ 12805-1-AP; Proteintech, Chicago, IL, USA, 1:1000), rabbit anti-SEPTIN7 (Cat^#^ 13818-1-AP; Proteintech, Chicago, IL, USA, 1:3000), rabbit anti-SEPTIN12 (Cat^#^ PA5-98593; Invitrogen, Waltham, MA, USA, 1:1000), rabbit anti-SEPTIN14 (Cat^#^ 24590-1-AP; Proteintech, Chicago, IL, USA, 1:2000), rabbit anti-TSSK4 (Cat^#^ A7861; ABclonal Biotechnology, Wuhan, China, 1:2000), rabbit anti-Ac-α-Tubulin (Cat^#^ 5335; CST, Danvers, Massachusetts, USA, 1:1000), rabbit anti-CatSper2 (Cat^#^orb354243; Biorbyt, Cambridge, UK, 1:2000), rabbit anti-ODF1 (Cat^#^ 24736-1-AP; Proteintech, Chicago, IL, USA, 1:1000), rabbit anti-ODF2 (Cat^#^ 12058-1-AP; Proteintech, Chicago, IL, USA, 1:2000), rabbit anti-PDHA2 (Cat^#^ 17134-1-AP; Proteintech, Chicago, IL, USA, 1:2000), rabbit anti-COX6B2 (Cat^#^ 11437-1-AP; Proteintech, Chicago, IL, USA, 1:2000), rabbit anti-VDAC3 (Cat^#^ 14451-1-AP; Proteintech, Chicago, IL, USA, 1:2000), rabbit anti-GFP (Cat^#^ 50430-2-AP; Proteintech, Chicago, IL, USA, 1:3000), mouse anti-FLAG (Cat^#^ 66008-3-Ig, Proteintech, Chicago, IL, USA, 1:2000), anti-GST tag (91G1) (Cat^#^ 2625; CST, Danvers, Massachusetts, USA, 1:1000), rabbit anti-TMEM232 (generated by ABclonal Biotechnology, Wuhan, China, 1:1000), anti-ATAT1 (Cat^#^28828-1-1-AP; ProteinTech Group, Chicago, IL, USA), anti-RPL3 (Cat^#^11005-1-AP; ProteinTech Group, Chicago, IL, USA), anti-RPL6 (Cat^#^A15094; ABclonal Biotechnology, Wuhan, China, 1:200), anti-RPS6 (Cat^#^A11874; ABclonal Biotechnology, Wuhan, China, 1:200), anti-RPS8 (Cat^#^A21124; ABclonal Biotechnology, Wuhan, China, 1:200), anti-LC3 (Cat^#^BM4827; Boster, Wuhan, China), anti-ARMC3 (Cat^#^28418-1-AP), ATG14 (Cat^#^19491-1-AP), anti-VPS15 (Cat^#^17894-1-AP), anti-VPS34 (Cat^#^12452-1-AP), anti-Beclin1 (Cat^#^17894-1-AP), and anti-P62 (Cat^#^29503-1-AP) (ProteinTech Group, Chicago, IL, USA). Secondary antibodies included horseradish peroxidase (HRP)-conjugated donkey anti-rabbit IgG (Cat^#^ 406401; Biolegend, Shanghai, China, 1:10,000) and HRP-conjugated goat anti-mouse IgG (Cat^#^ 405306; Biolegend, Shanghai, China, 1:10,000). All experiments were performed in biological duplicates.

### Immunofluorescence (IF)

Sperm samples were obtained from the caudal epididymis, washed twice with PBS and spread onto glass slides. Slides were fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100 for 10 min, blocked with 1% bovine serum albumin (BSA), and then incubated with Rhodamine-phalloidin (Cat^#^ R415; Invitrogen, Waltham, MA, USA, 1: 400), mouse anti-DMIA (Cat^#^ 3873; CST, Danvers, Massachusetts, USA, 1:1000), rabbit anti-SEPTIN7 (Cat^#^13818-1-AP, Proteintech, Chicago, IL, USA, 1:200), and rabbit anti-SEPTIN12 (Cat^#^ PA5-98593; Invitrogen, Waltham, MA, USA, 1:200), overnight at 4 °C. The samples were washed thrice with PBST before incubation with a secondary antibody (Cat^#^ 1927937; Thermo Fisher Scientific, Waltham, MA, USA, 1:400) at room temperature for 1 h. The nuclei were counterstained with 4’,6-diamidino-2-phenylindole (DAPI, Cat^#^ F6057; Sigma, Waltham, MA, USA). The acrosomes were identified using PNA (Cat^#^ RL-1072; Vector Laboratories, San Francisco, USA). All images were examined with a scanning laser confocal microscope (LSM700, Carl Zeiss, Jena, Germany).

Testis tissues from two-month-old *Tmem232*^*−/−*^ and *Tmem232*^*+/+*^ mice were fixed in 4% paraformaldehyde overnight at 4 °C. Subsequently, the tissues were dehydrated in a 25% sucrose-PBS solution for 48 h and embedded in optimal cutting temperature compound (Cat^#^ 4583; Sakura Finetek Inc., Torrance, CA, USA). Next, the testis tissues were sectioned into 8 µm slices using a freezing microtome (Leica Biosystems, Wetzlar, Germany). Frozen sections of the testis samples or cell slides were fixed in 4% paraformaldehyde, permeabilized with 0.2% Triton X-100, and blocked with 1% BSA buffer for 30 min at 20–30 °C. Subsequently, incubation was conducted using Rabbit anti HA-Tag pAb (Cat^#^AE036, ABclonal Biotechnology, Wuhan, China, 1:100), rabbit anti-RPL3 (Cat^#^11005-1-AP; ABclonal Biotechnology, Wuhan, China, 1:200), rabbit anti-RPS6 (Cat^#^A11874, ABclonal Biotechnology, Wuhan, China, 1:200), Golgin-97 (D8P2K) Rabbit mAb (Cat^#^13192S; CST, Danvers, Massachusetts, USA, 1:400), mouse anti-LAMP1 (Cat^#^55273-1-AP or 67300-1-Ig; ProteinTech Group, Chicago, IL, USA, 1:200), Anti-LC3B/MAP1LC3B Antibody (Cat^#^BM4827; Boster, Boster, Wuhan, China,1:150), and rabbit anti-P62 (Cat^#^18420-1-AP; ProteinTech Group, Chicago, IL, USA, 1:1000). The samples were washed thrice with PBST before incubation with a Alexa Fluor® 488 donkey anti-rabbit IgG (H + L) cross-adsorbed secondary antibody (Cat^#^A21206; Thermo Fisher Scientific, Waltham, MA, USA, 1:400), Donkey anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™488 (Cat^#^A21202; Thermo Fisher Scientific, Waltham, MA, USA, 1:400), Alexa Fluor™555 Goat anti-Mouse IgG (H + L) cross-adsorbed secondary antibody (Cat^#^A-21422; Thermo Fisher Scientific, Waltham, MA, USA, 1:400) or Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™555 (Cat^#^A-31572; Thermo Fisher Scientific, Waltham, MA, USA, 1:400) at room temperature for 1 h. Subsequently, the nuclei were counterstained with DAPI. Images were examined using a Nikon Fully-Automated A1 Confocal Laser Microscope with a Nikon A1 LFOV camera (Nikon, Tokyo, Japan). All experiments were performed in biological duplicates.

### Construction of recombinant plasmids

Total RNA was extracted from the testes of 21-day-old mice or from HeLa cells using the TRIzol reagent (Cat^#^ 15596026; Invitrogen, Waltham, MA, USA). A PrimerScript RT reagent kit (Cat^#^ RR037B; Takara Bio Co., Ltd., Kusatsu City, Shiga Prefecture, Japan) was used to perform reverse transcription to obtain complementary DNA as a template for gene amplification. The primers used for PCR amplification and the vectors are listed in Supplementary Table S6. The recombinant plasmids were constructed using a ClonExpress II One-Step Cloning Kit (Cat^#^ C112; Vazyme, Nanjing, China).

### Generation and genotyping of *Tmem232* KO mice

*Tmem232* KO (*Tmem232*^−/−^) mice were purchased from the Nanjing Biomedical Research Institute of Nanjing University, China. *Tmem232* KO mice were generated using CRISPR-Cas9 technology. The mouse *Tmem232* gene (transcript *Tmem232-201*, ENSMUST00000062161.6) has 16 exons, with the ATG start codon in exon 4 and a TGA stop codon in exon 16. Cas9 mRNA and single guide RNAs (sgRNAs) targeting introns 4-5 and 8-9 was microinjected into the fertilized oocytes of C57BL/6 mice. A 9297-bp DNA fragment of *Tmem232* gene (chr17:65477831-65487127, genome reference mm10) was deleted, which resulted in a frameshift mutation in its open reading frame. 

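In the reference annotation of GRCm38, Tmem232 lies on the minus strand of chromosome 17 from 65255999 to 65540782, and its coding sequence runs from exon 4 to exon 16 and encodes 675 residues. The deleted fragment, from 65477831 to 65487127, covers all of exons 5 to 8 and no part of another exon. Exon 5 begins the loss at 65486583 and exon 8 ends it at 65478369. The fragment also removes the sequence between these exons and the adjoining parts of introns 4 and 8, of which 12950 and 1055 bases remain. The 4 exons hold 476 bases, all of them coding, which is 2 more than a multiple of 3. Joining exon 4 to exon 9 in the reference transcript gives an open reading frame with 39 residues of TMEM232 followed by 30 residues of another frame, 69 in all. The sequencing table gives no counts per exon, so that the junction was not examined in the libraries.

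**Figure D4:**
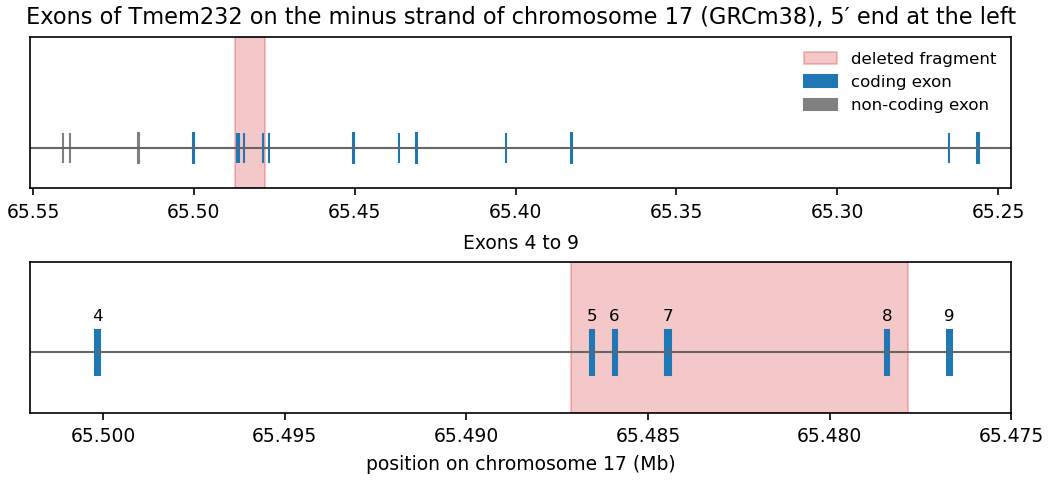
Exons of Tmem232 along chromosome 17 of GRCm38 in Mb, with the 5′ end at the left, coding exons in blue, non-coding exons in grey and the deleted fragment shaded. The lower panel shows exons 4 to 9, with exons 5 to 8 inside the fragment.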

Subsequently, the injected embryos were transferred to pseudo-pregnant host females and performed a full-term pregnancy. The genotypes of edited founders were identified by DNA sequence analysis. Genomic DNA was extracted from tail clippings and amplified by multiplex PCR using the Quick Genotyping Assay Kit for Mouse Tail (Cat^#^ D7283S; Beyotime Biotechnology, Shanghai, China). Genotyping primers for the wild-type allele were: FP: 5’-CTCCGTGTGGTGAGATTGTTATG-3ʹ and RP: 5ʹ-ATGAGAAGCTATCGAAGTGC-3’ with a 553-bp PCR product. Genotyping primers for the *Tmem232* KO allele were: FP: 5’-CGCTTCCATCTCCATTTGTCCGAC-3’ and RP: 5’- TGGGATCTGTCTCCTGCAAGTC-3’. The length of the PCR product was 610 bp.

### Fertility test

For fertility testing, randomly selected healthy 8~10-week-old wild-type (*n* = 6) or *Tmem232*-null male mice (*n* = 6) were housed with two sexually mature wild-type C57BL/6J females for 3 months. The vaginal plugs were checked every morning. The dates of birth and the number of pups of each female were recorded, with the average litter size considered as a measure of fertility. In this study, experimental animals are strictly grouped according to genotype, and a method of randomization was only used within a specific genotype mouse group to select the individuals for specific experiment.

### Sperm counting and motility assay

Sperm was obtained from the caudal epididymis of 8~10-week-old mice. The caudal parts were cut at various points, placed in 1 ml of PBS, and incubated for 30 min at 37 °C under 5% CO_2_. The sperm were transferred to a hemocytometer for cell counting after swimming out of the caudal epididymis. Sperm motility, including total motility, average path velocity, straight-line velocity, and linear velocity, was determined using a computer-assisted sperm analyzer (CASA; Hamilton Thorne, Beverly, USA). All experiments were performed in biological duplicates.

### Histological analysis

Immediately after euthanasia, at least three 2-month-old mice of each genotype were dissected to obtain samples of testes, caudal epididymides, and ovaries. All tissues were fixed in 10% (mass/vol) formalin for 24 h, dehydrated with increasing concentrations of ethanol, and embedded in paraffin. The tissue blocks were sectioned into 5-µm sections and then placed on glass slides. After deparaffinization, the slides were stained with H&E and periodic PAS for histological examination. The images were captured using a digital slide scanner (Pannoramic MIDI, 3D HISTECH, Hungary). All experiments were performed in biological duplicates.

### Electron microscopy

Scanning electron microscopy (SEM) and transmission electron microscopy (TEM) analyses were performed at Anhui Agricultural University, China and Anhui Medical University, China, respectively. For SEM, mouse sperm and trachea sections were fixed in 2.5% glutaraldehyde at 4 °C for 4 h. After being thoroughly washed in 0.1 mol/L phosphate buffer three times, the specimens were sequentially dehydrated in ascending grades of alcohol (30, 50, 70, 80, 90, and 100% for 20 min at 4 °C) and treated with 100% acetone for 20 min twice at 4 °C. The samples were fixed onto slides of 1 cm in diameter and dried using a CO_2_ critical-point dryer (Emitech K850, UK). Finally, the slides were sputter-coated with an ionic sprayer meter (Hitachi E1010, Japan) after mounted on aluminum stubs, and then analyzed by a scanning electron microscope (Hitachi S-4800, Japan). For TEM, mouse sperm, testis, and trachea sections were fixed with 2.5% glutaraldehyde overnight at 4 °C. The samples were then rinsed in 0.1 mol/L phosphate buffer three times, post-fixed in 1% osmium for 1 h at 4 °C, washed again, gradually dehydrated in ethanol (30, 50, 70, 80, 90, and 95% for 15 min each, and 100% for 20 min at 4 °C), and treated with 100% acetone for 20 min. After embedding in Epon 812, the samples were trimmed and sectioned using a diamond knife on an ultramicrotome (EM UC7, Leica, Germany), double-stained with uranyl acetate and lead citrate, and examined under a transmission electron microscope (Talos L120C G2, USA) at an accelerating voltage. This experiment was performed in biological duplicates.

### Co-immunoprecipitation assays

HEK-293T cells were cultured in DMEM (Gibco, Grand Island, NY, USA) with 10% fetal bovine serum (HyClone, Logan, UT, USA), 100 μg/ml streptomycin (Invitrogen) and 100 units/ml penicillin at 37 °C with 5% CO2. Cells were transfected with plasmids using a calcium phosphate transfection kit. After 24 h, cells were collected and lysed with lysis buffer (50 mM HEPES with pH 7.4, 150 mM NaCl, 2 mM MgCl2, 1 mM EGTA, 0.1% Triton X-100) supplemented with a protease inhibitor cocktail (Sigma) and then clarified by centrifugation at 16,000 × *g* for 15 min. The cleared cell lysate was then incubated with FLAG beads (Cat^#^ F2426, Millipore, Sigma, Waltham, MA, USA) overnight at 4 °C. After being washed three times with lysis buffer, bound proteins were resuspended in 1× SDS sample buffer and denatured at 95 °C for 10 min. Proteins were fractionated on SDS–polyacrylamide gels and transferred onto polyvinylidene difluoride membranes for western blotting analysis. The rabbit anti-FLAG antibody (Cat^#^ 20543-1-AP, Proteintech, Chicago, IL, USA, 1:4000) and rabbit anti-GFP antibody (Cat^#^ 50430-2-AP, Proteintech, Chicago, IL, USA, 1:4000) were used as primary antibodies. All experiments were performed in biological duplicates.

### Measurement of sperm ATP content

Minced caudal epididymes (separated from three two-month-old mice of each genotype) were incubated with M16 medium at 37 °C under 5% CO2 for 5 min. Sperm was immediately washed twice, resuspended at a concentration of 10^7^ cells/ml in lysis buffer, and placed on ice. Luminometric methods were used to measure ATP with an ATP assay kit (Cat^#^ S0027, Beyotime Biotechnology, Shanghai, China), according to the manufacturer’s instructions. All measurements were performed in duplicate for four animals in each genotype. The ATP content was calculated using a standard curve of ATP (range 1–1000 nM).

### RNA sequencing

The four *Tmem232*^*−/−*^ and four *Tmem232*^*+/+*^ mice testes at 2 months old were obtained to isolate total RNA using TRIzol (Cat^#^ 15596018, Thermo Fisher, Waltham, MA, USA) according to the manufacturer’s instructions. After assessing the quality of RNA by concentration determination and agarose gel electrophoresis without degradation, 1 μg of total RNA was then used to construct cDNA libraries using the TruSeq RNA Sample Preparation kit (Illumina, Inc, San Diego, California, USA). Paired-end sequencing was performed at BGIseq-50 platform (BGI, Shenzhen). An average of approximately 45 million clean reads were generated after removing low-quality reads, and then mapped to the mouse reference genome (GCF_000001635.26_GRCm38.p6; http://asia.ensembl.org/Mus_musculus/Info/Annotation/) using HISAT and Bowtie2 [57]. The StringTie [58] and featureCounts [59] were used to calculate the counts of all annotated genes. Then, differentially expressed genes (DEGs) were identified by the “DESeq2” R package.

### Proteomic analysis

Sperm was harvested from the caudal epididymes of 8-week-old *Tmem232*^*−/−*^ (*n* = 3) and wild-type adult male mice (*n* = 3) and then subjected to Liquid chromatography tandem-mass spectrometry (LC-MS/MS) analysis. The mouse sperm samples were dissolved in lysis buffer (8 M urea and 1% protease inhibitor cocktail) and sonicated on ice. After centrifugation, the supernatant was collected, and the protein concentration was determined using a BCA kit following the manufacturer’s instructions. The peptides were reconstituted in 0.5 M TEAB after trypsin digestion and purification and then processed using the TMT kit according to the manufacturer’s protocol. LC-MS/MS identification and quantification of released peptides were performed on tims-TOF Pro (Bruker Daltonics, Germany) coupled online to the ultra-performance liquid chromatography (UPLC).

The resulting sequences were searched against the UniProt mouse proteome database using the MaxQuant software (version 1.6.17.0) (mass error tolerances of 20 ppm and 0.02 Da) after processing raw MS/MS data. Carbamidomethylation on Cys was designated as a fixed modification, whereas acetylation and oxidation on Met were designated as variable modifications. False discovery rate estimation was performed by adjusting it to <1% at the peptide-spectrum match level for all experiments. The minimum score for the modified peptides was set at 40. The proteins that shared significant peptide evidence were grouped together. The average expression values of the replicates were used to determine the absolute protein abundance in a given sample. The T-test was used to compare differentially abundant proteins between the two samples. The ratio threshold for upregulation was set to 1.50 and reciprocally 0.67 for downregulation, with a *P-*value of <0.05. DEPs were further analyzed using bioinformatics methods. Principal component analyses were performed for all expressed proteins identified in each sample (*Tmem232*^*−/−*^ and wild-type) using the R package “pcaMethods.” Scatter plots showing the distribution of the samples in the two main components (PC1 and PC2) were generated. Protein pathways were annotated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. A protein–protein interaction (PPI) network was derived from the STRING database version 11.5 (https://string-db.org) [60]. All DEPs were searched against the STRING database for PPIs, and interactions with a confidence score of >0.7 were obtained. The Cytoscape software (Version 3.8.2) was then used to visualize and analyze the interaction network to identify the key proteins [61]. ClueGo [62] was used for Gene Ontology (GO) enrichment. The clustering relationships of the DEPs were visualized using R software v.4.1.1.

### Detection of the mitochondrial membrane potential of sperm

Sperm samples were separated and numbered from three two-month-old mice of each genotype to measure sperm MMP. After washing twice with PBS, the sperm samples were stained with JC-1 (Cat^#^T3168, Thermo Fisher Scientific, Waltham, MA, USA, working concentration 1 μM), DiOC6 (Cat^#^D273, Thermo Fisher Scientific, Waltham, MA, USA, working concentration 175 nM), and mito-tracker (Cat^#^M7512, Thermo Fisher Scientific, Waltham, MA, USA, working concentration, 200 nM) for 30 min at 37 °C in the dark. The sperm samples were immediately washed twice, resuspended in 4% paraformaldehyde buffer, and fixed for 5 min. After washing with PBS and subsequent centrifugation, the sperm samples were spread onto glass slides. Images were examined using a Nikon Apochromat TIRF microscope (Nikon, Tokyo, Japan) and a Hamamatasu C9100-23B EMCCD camera (Hamamatasu, Nikon, Tokyo, Japan). All experiments were performed in biological duplicates.

### Statistical analysis

Data analyses were performed using GraphPad Prism 8.0 Software. Two-tailed unpaired Students’ *t* tests were used to compare the differences between two groups. All data met the assumptions of the tests and are presented as mean ± standard deviation. The data are derived from three independent experiments. Error bars in the figures indicate the standard error of the mean among *n* ≥ 2 biological replicates. A significance level of *P* < 0.05 was considered statistically significant. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001 for all analyses.

## Supplementary information

Supplementary Table

Supplementary Figure

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Related Manuscript File

## Data Availability

All data are available in the main text or in the supporting information materials. The datasets generated during proteomic analysis are deposited in the publicly available proteomics database ProteomeXchange (http://www.proteomexchange.org, accession number, PXD052758). RNA-seq data have been deposited to GEO database (http://www.ncbi.nlm.nih.gov/geo, accession number, GSE268908). The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: TMEM232 is required for the formation of sperm flagellum and male fertility in mice
**Source:** Cell Death Dis. 2024 Nov 8;15(11):806. doi: 10.1038/s41419-024-07200-9
**Supplement:** Supplementary file 1 — Supplementary Table

**Supplementary Table 1.** Semen analysis of *Tmem232*<sup>+/+</sup>, *Tmem232*<sup>+/-</sup> and *Tmem232*<sup>-/-</sup> male mice.

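Each gene of Supplementary Table 2 is given with its symbol, its Entrez ID, a fold change, a P and its direction, for testis libraries labelled Tmem232-/- over those labelled Tmem232+/+. The fold change is on the log2 scale, with 1.0 as the smallest absolute value listed. All 886 genes were found by their Entrez ID in the deposited table, and for all 886 the listed fold change lay within 0.01 of the deposited log2 fold change. The listed P lay within 2% of the deposited q-value for 886 genes and of the deposited p-value for 0, so that it is adjusted for multiple tests. The genes of the edgeR fit compared here were called at a fold change of 2 or more and an unadjusted P under 0.05, a looser limit. At an adjusted p under 0.05 and the same fold change, the edgeR fit gave 826 higher and 7 lower genes. Of the 876 genes listed as higher, 816 were also among the higher genes of the edgeR fit, 42 were not tested there because of low counts, and 49 genes were higher in the edgeR fit alone. Of the 10 genes listed as lower, 7 were also lower there and 3 were not tested, and 11 genes were lower in the edgeR fit alone. These 3, Gm21454, Prn and LOC108168551, had 0 CPM in all libraries labelled Tmem232-/- and at most 4.24, 0.737 and 0.760 CPM in a library labelled Tmem232+/+. For Gm21454, which has counts that are not whole, replicate 2 labelled Tmem232+/+ was the single library with any count. Across tested genes, which are not independent replicates, the edgeR log2 fold changes and the deposited ones had a Spearman's rho of 0.9998.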

**Supplementary Table 2.** The differentially expressed genes in *Tmem232*<sup>-/-</sup> and *Tmem232*<sup>+/+</sup> mice testis.

**Supplementary Table 3.** The differentially expressed proteins in *Tmem232*<sup>-/-</sup> and wild type mice sperms.

**Supplementary Table 4.** The significant GO terms of differentially expressed proteins between *Tmem232*<sup>-/-</sup> and wild type mice sperms.

**Supplementary Table 5.** PCR primers for quantitative real-time PCR.

**Supplementary Table 6.** PCR primers and vectors for plasmid construction.

---

# Supplementary material for: TMEM232 is required for the formation of sperm flagellum and male fertility in mice
**Source:** Cell Death Dis. 2024 Nov 8;15(11):806. doi: 10.1038/s41419-024-07200-9
**Supplement:** Supplementary file 2 — Supplementary Figure

## Supplementary Figure legends

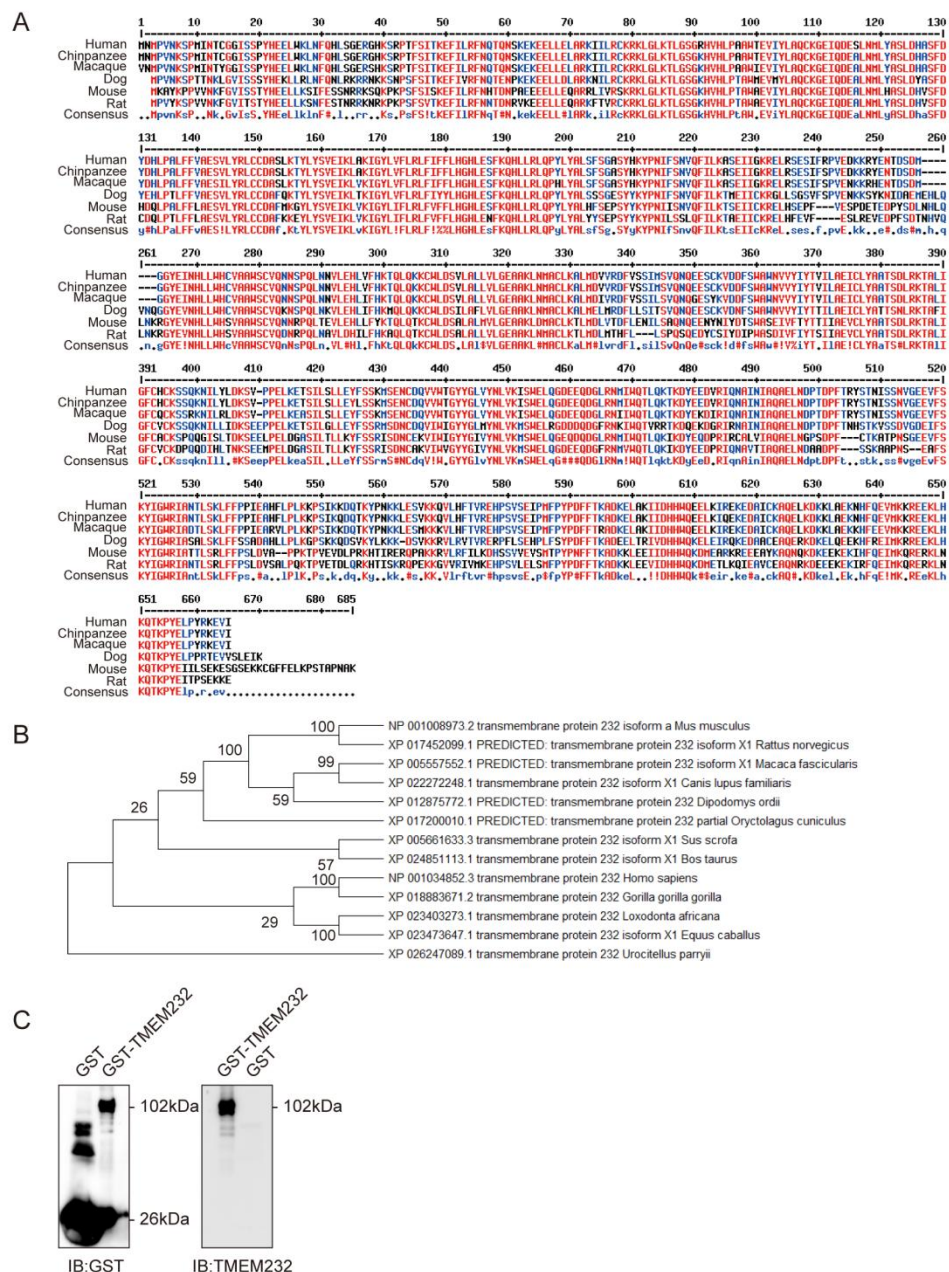

**Figure S1.** Conservative analysis of TMEM232 and verification of customized anti-Tmem232. (A) The high homology of the TMEM232 protein sequence in several species. Residues that are identical between human and chimpanzee, macaque, dog, mouse or rat TMEM232 are marked in red and as uppercase letters in the consensus line. Residues highly similar between human and other species TMEM232 are indicated by red symbols (! is any one of I and V, \$ is any one of L and M, % is any one of F and Y, # is any one of N, D, Q, E, B, and Z). Unconserved residues appear in blue or as asterisks in the consensus line. The alignment was performed using the

online software MultAlin (<http://multalin.toulouse.inra.fr/multalin/multalin.html>). (B) Evolutionary constraint of the TMEM232. The TMEM232 protein is present in all sequenced vertebrates and is conserved in mammals. The data were retrieved from the Ensemble browser (<http://asia.ensembl.org/index.html>). (C) The eukaryotic expression vectors of TMEM232 with GST label were constructed, and the recombinant proteins of TMEM232 were obtained by the overexpression in *Escherichia coli*. TMEM232 recombinant protein was analyzed by Western blot respectively with anti-GST and anti-Tmem232 to verify the specificity of the antiserum.

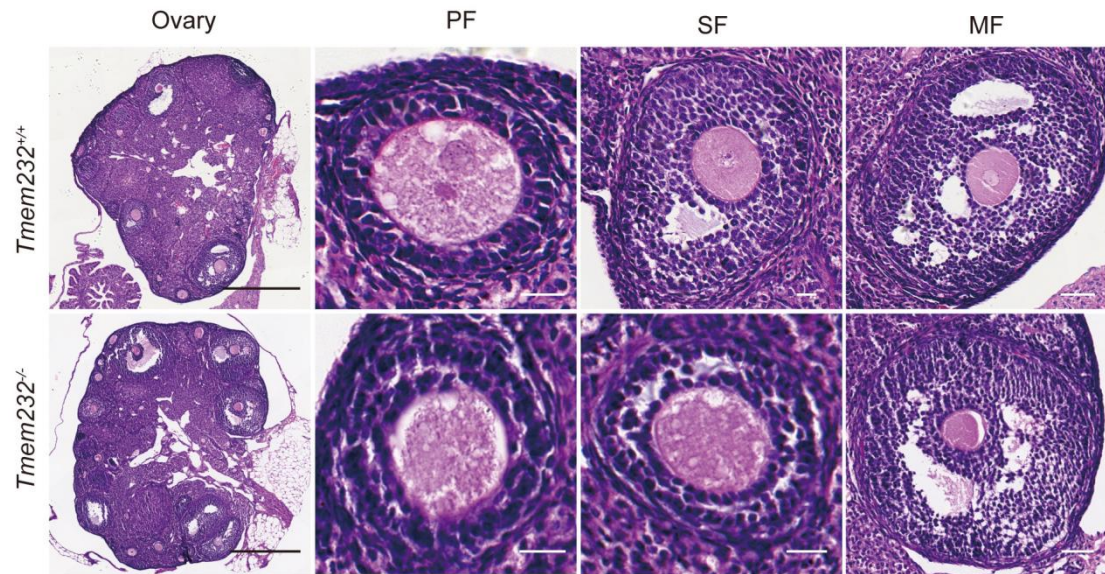

**Figure S2.** The hematoxylin and eosin (H&E) staining of ovary tissue sections of *Tmem232*<sup>+/+</sup> and *Tmem232*<sup>-/-</sup> mouse. PF: primary follicles, SF: secondary follicles, and MF: mature follicles. Scale bar: 500  $\mu$ m (1<sup>st</sup> column) or 20  $\mu$ m (2<sup>nd</sup> - 4<sup>th</sup> columns) .

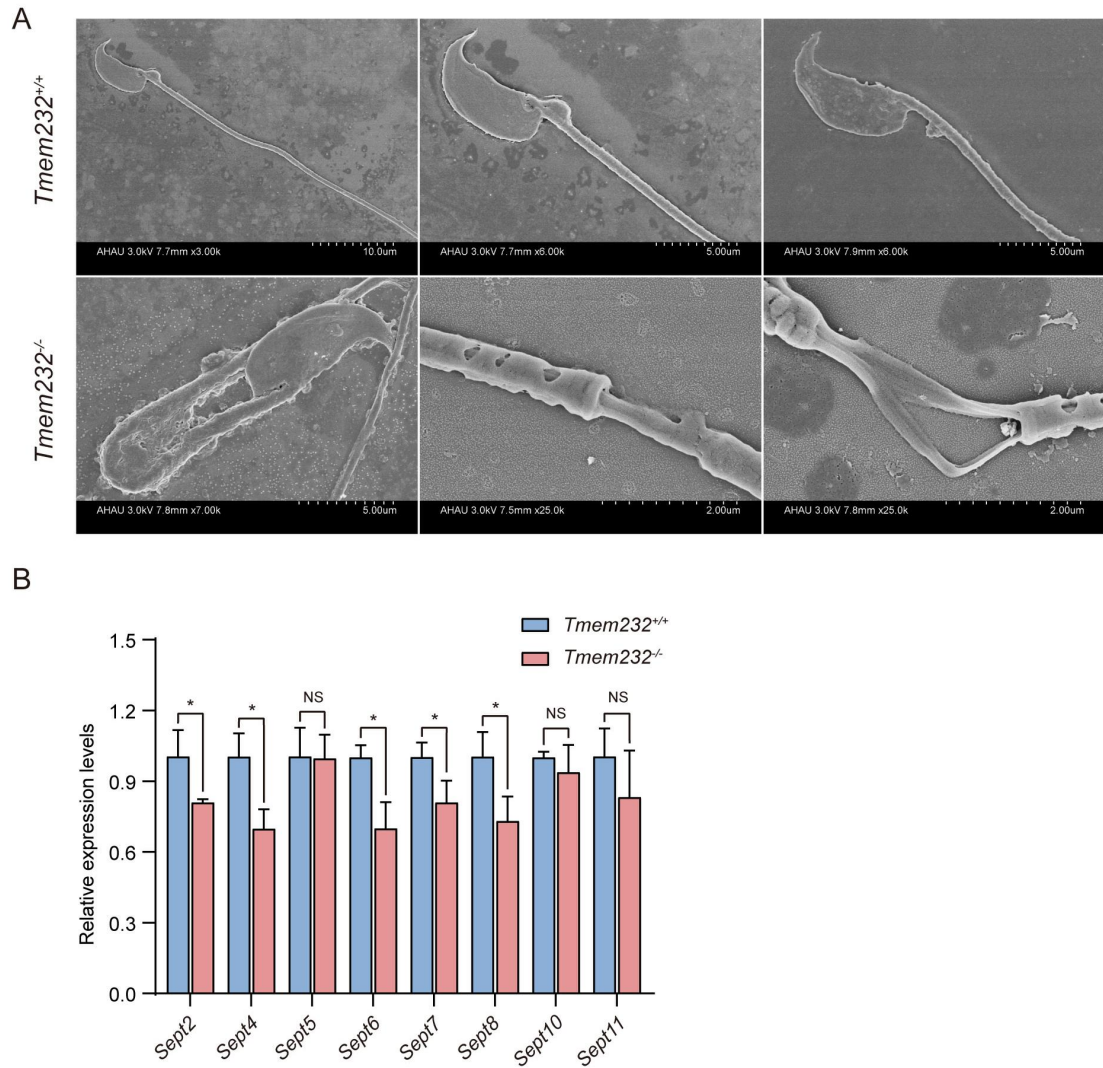

**Figure S3.** Morphological defects of the sperm flagella in *Tmem232*<sup>-/-</sup> mice. (A) Longitudinal section of a scanning electron micro-graph showing the abnormal sperm flagella of *Tmem232*<sup>-/-</sup> mice. Scale bar: 2  $\mu$ m, 5  $\mu$ m or 10  $\mu$ m. (B) Quantitative real-time PCR (qPCR) showed that the septin-based structure composed of septin family members 2, 4, 5, 6, 7, 8, 10 and 11 mRNA expression level in testes of *Tmem232*<sup>-/-</sup> and wild-type mouse. \*indicates  $P < 0.05$ . NS indicates no significant (Student's t test). n=3.

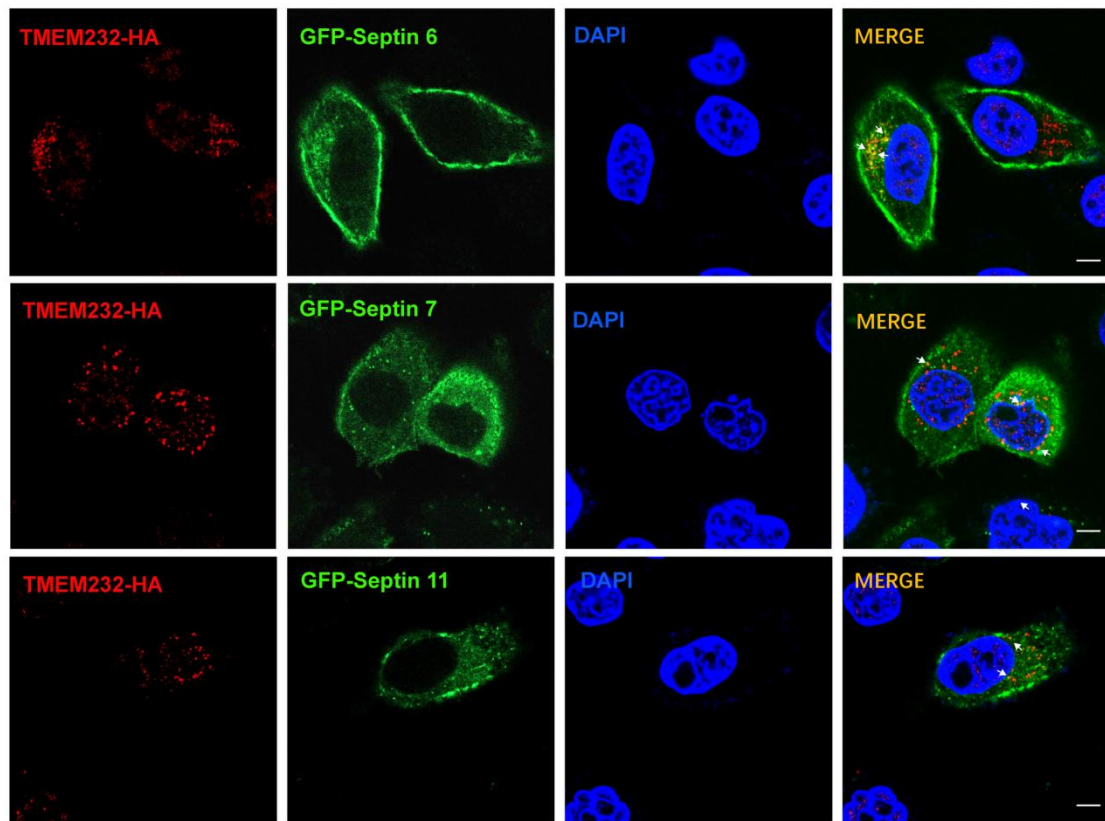

**Figure S4. Subcellular localization of intracellular TMEM232 and Septins.** Arrowhead indicated the co-localization region of TMEM232 and septins. Scale bar: 10  $\mu$ m.

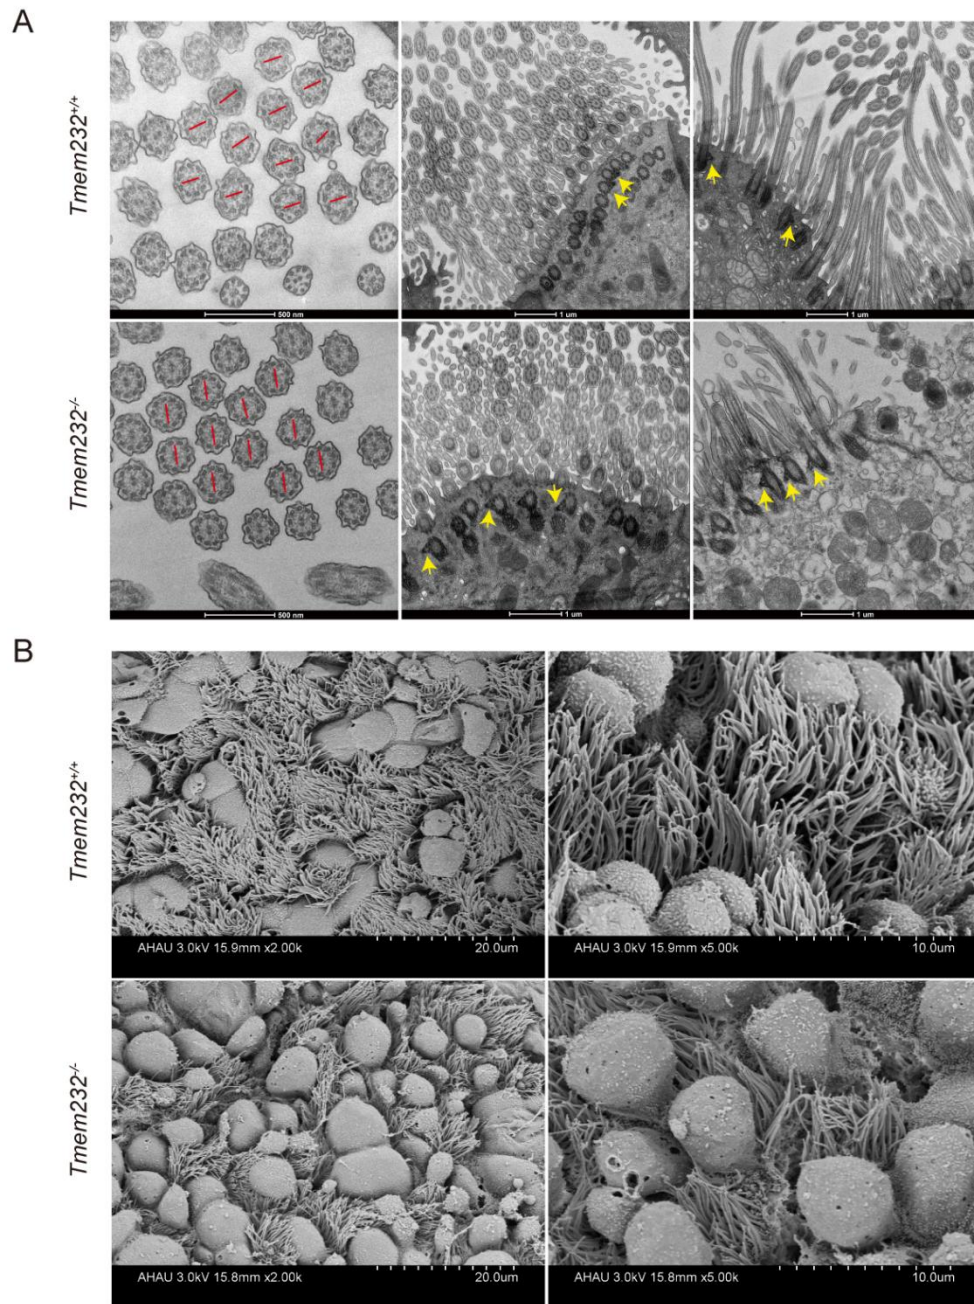

**Figure S5.** The ultrastructure of respiratory cilia in *Tmem232*<sup>+/+</sup> and *Tmem232*<sup>-/-</sup> mice. (A) TEM analysis revealed normal “9 + 2” structure and coordinated directionality of axonemes in *Tmem232*<sup>-/-</sup> mice. The rotational polarity of each axoneme was evaluated by the angle of the red line connecting the central pair. The arrangement of basal bodies of *Tmem232*<sup>-/-</sup> tracheal cilia was regular and the basal feet (yellow arrow) were normal in both cross section and longitudinal section. (B) SEM analysis revealed shorter and fewer cilia in *Tmem232*<sup>-/-</sup> tracheal epithelium cells compared with *Tmem232*<sup>+/+</sup> mice.

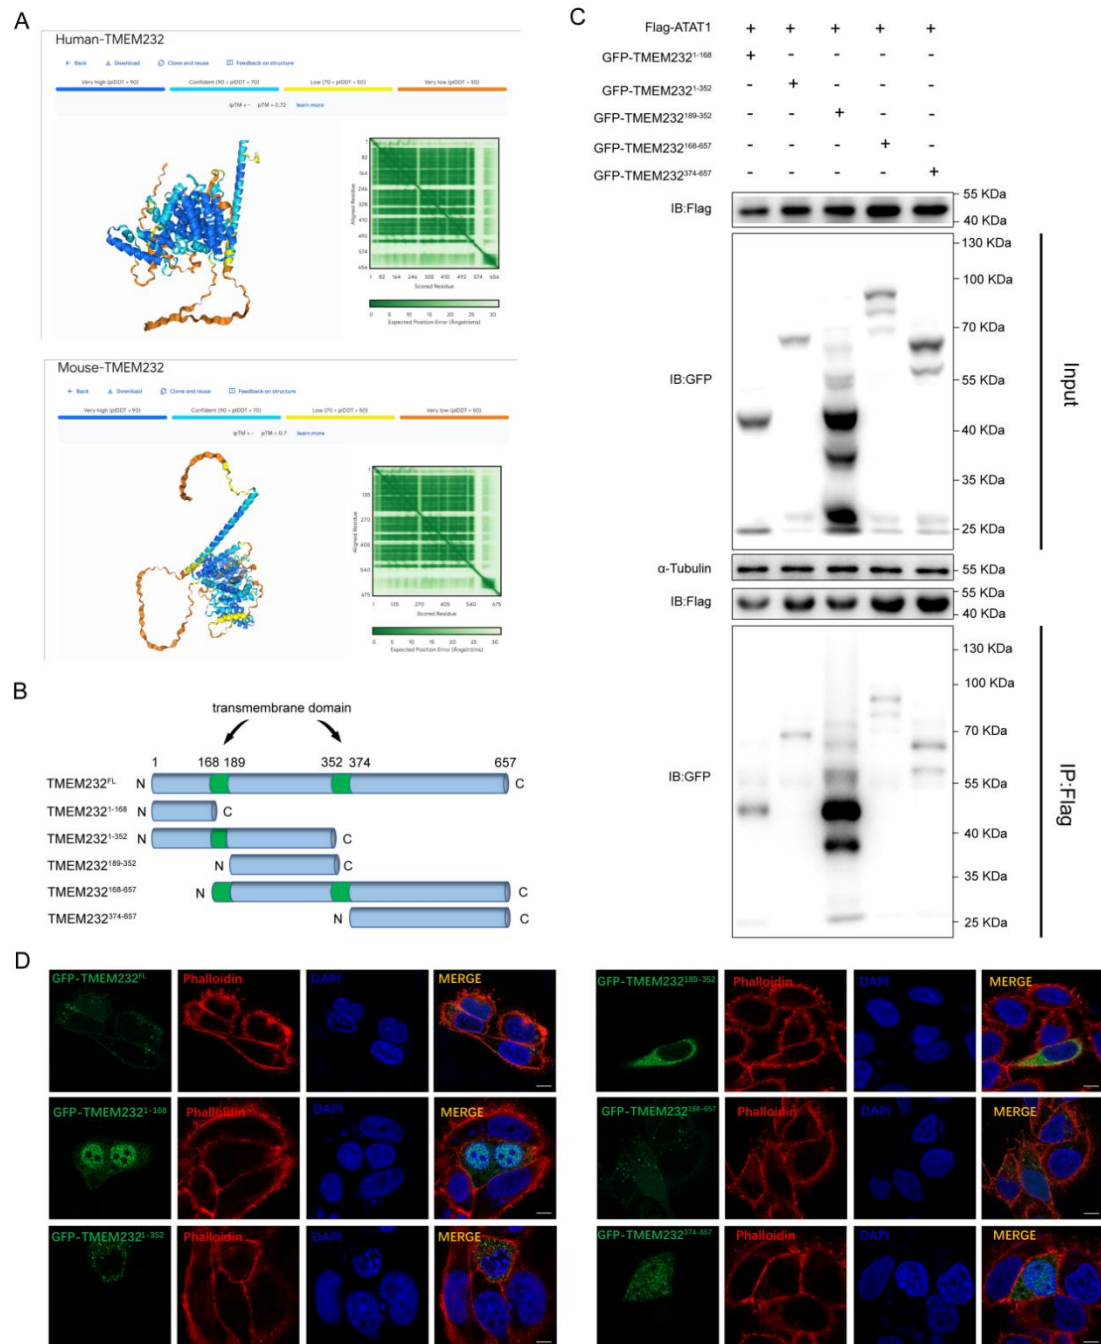

**Figure S6. TMEM232 is a typical transmembrane protein of intracellular vesicle.**

(A) The three-dimensional structure of human and mouse TMEM232 protein. (B) Schematic diagram showing multiple different segments of TMEM232 protein. (C) Western blotting analysis of TMEM232 and its truncated mutants. The representative image of biological duplicates is shown. Immunoprecipitation experiments were performed using FLAG-M2 beads and the lysates of HEK293T cells co-transfected GFP-TMEM232<sup>FL</sup>, GFP-TMEM232<sup>1-168</sup>, GFP-TMEM232<sup>1-352</sup>, GFP-TMEM232<sup>189-352</sup>,

GFP-TMEM232<sup>168-657</sup>, GFP-TMEM232<sup>374-657</sup>, with FLAG-ATAT1, respectively. The isolated proteins were then analyzed via western blotting with anti-FLAG and anti-GFP antibodies. The representative image of biological duplicates is shown. (D) Immunofluorescent staining of TMEM232 and its truncated mutant (green), phalloidin (F-actin, red), and DAPI (Nucleus, blue) in HeLa cells. Scale bar:10  $\mu$ m.

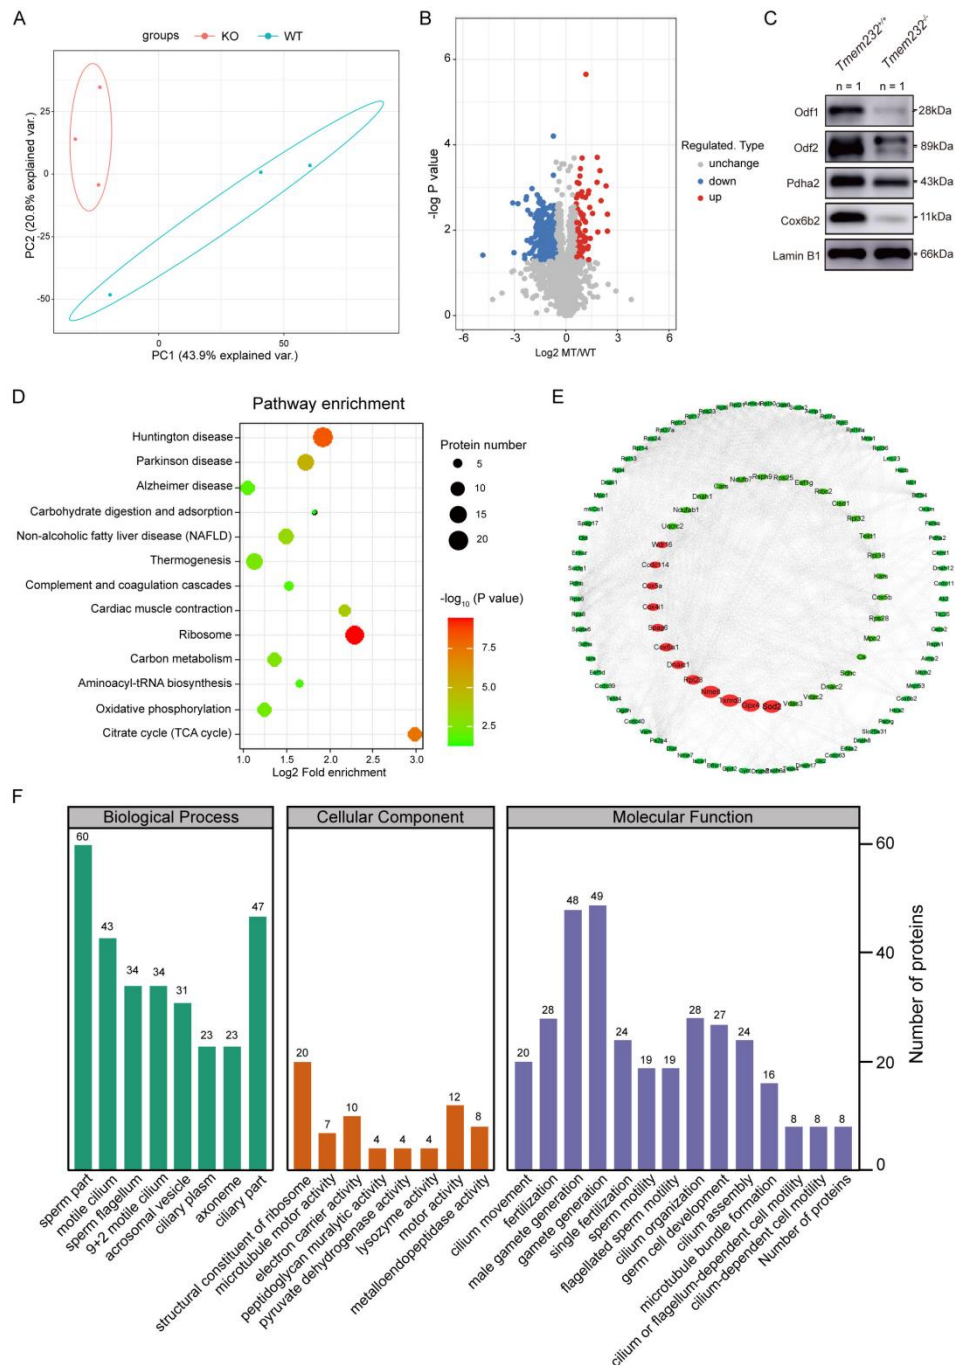

**Figure S7.** Proteomic identification and bioinformatic analysis of sperms from *Tmem232*<sup>-/-</sup> and wild-type mice. (A) Principal component analysis (PCA). The 2D plot of PCA between *Tmem232*<sup>-/-</sup> and wild-type mouse sperm samples. Differentially expressed proteins (DEPs) were determined based on a threshold of FC (fold change) > 1.5 and  $P < 0.05$ . PCA1 and PCA2 represent the first and second principal components, respectively. (B) Volcano plot of DEPs. Volcano plots showing differentially enriched proteins between *Tmem232*<sup>-/-</sup> (n=3) and wild-type mouse

sperms (n = 3). Red symbols ( $P < 0.05$  and  $>1.5$ -FC) represent upregulated proteins enriched in the *Tmem232*<sup>-/-</sup> mice sperms, blue points indicate downregulation, and gray points indicate no change. For group-wise comparisons, see Table S3. (C) Western blotting confirmed the DEPs identified via proteomic analysis of *Tmem232*<sup>-/-</sup> and *Tmem232*<sup>+/+</sup> mouse sperm. Lamin B1 served as a loading control. The representative image of biological duplicates is shown. (D) KEGG enrichment of differentially abundant proteins. The scatter plot of 13 significantly enriched KEGG pathways based on the DEPs between *Tmem232*<sup>-/-</sup> and wild-type mouse sperms. The y-axis indicates different KEGG pathways. The x-axis indicates the enrichment factors, calculated using log<sub>2</sub> (fold enrichment), that is, the extent to which differentially abundant proteins are enriched in the pathway. The color of the circles indicates the P-value of the pathway ( $P < 0.05$ ). The size of the circles indicates the number of proteins. The significantly enriched pathways are shown in this figure. (E) Protein-protein interaction network and the hub gene module of the overlapping DEPs. Red circles indicate the most significant module selected from MCODE in Cytoscape. The larger the circle, the higher the interaction degree identified. (F) Significant GO terms of DEPs between *Tmem232*<sup>-/-</sup> and wild-type mouse sperm. The x-axis indicates different GO terms. The y-axis indicates the number of DEPs enriched in the pathway.

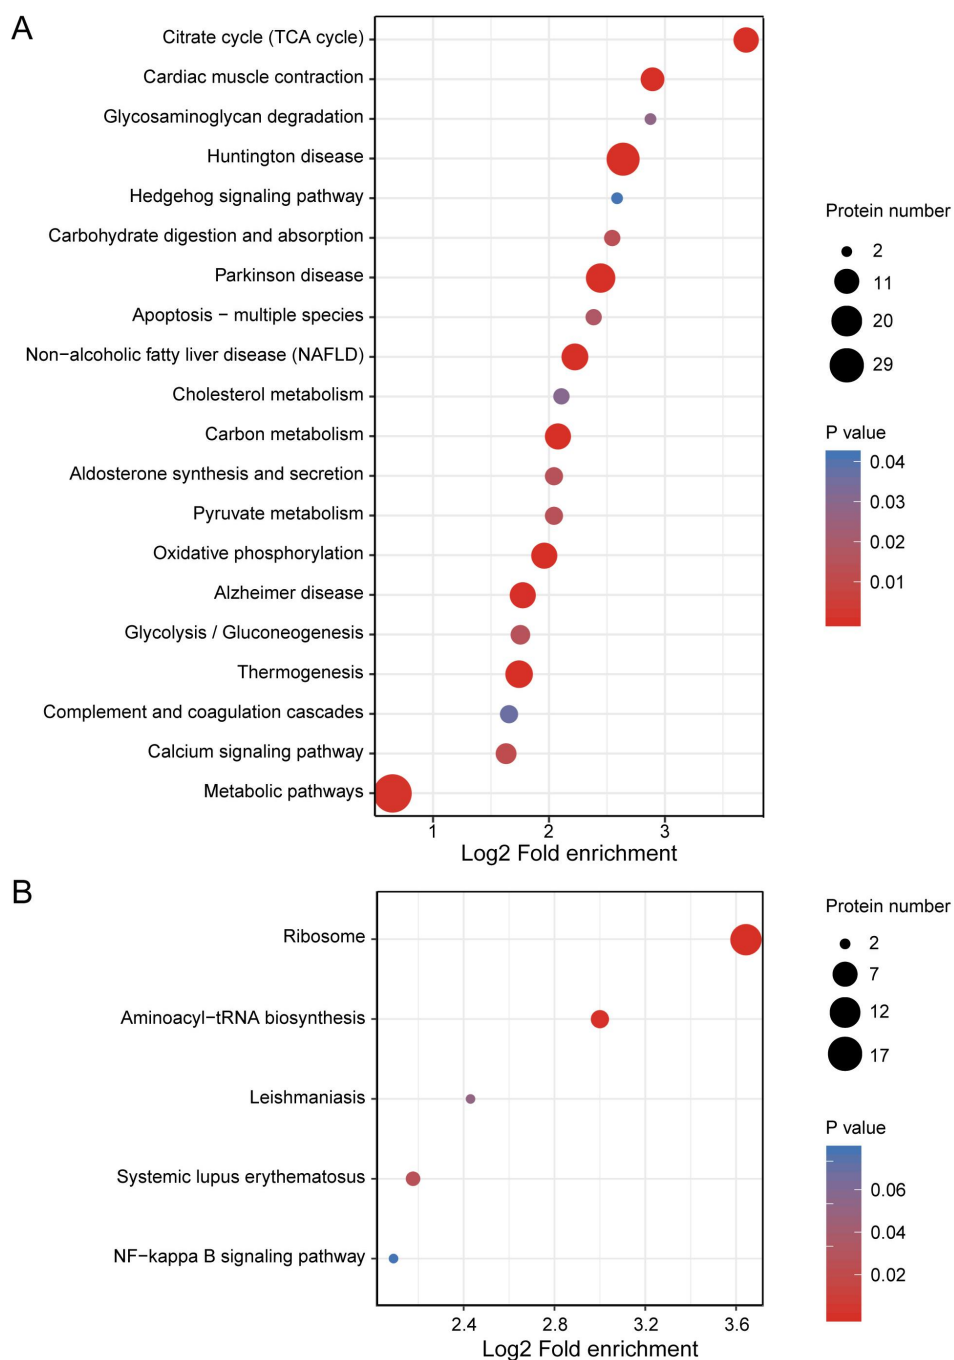

**Figure S8.** The KEGG enrichment analysis of the (A) 255 downregulated and (B) 88 upregulated differentially expressed proteins, respectively. The y-axis indicates different KEGG pathways. The x-axis indicates the rich factors, calculated by log2 (Fold enrichment), which represents the extent of differentially expressed proteins enriched in the pathway. The color of the circles indicates the *P*-value of the pathway ( $P < 0.05$ ). The size of circles indicates the number of proteins.

How the deposited data were processed for this re-analysis (not part of the article)

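RNA from whole testes of 4 Tmem232-/- and 4 Tmem232+/+ mice aged 2 months was sequenced in pairs of reads, with 1 library per mouse. The 8 libraries were assigned to a genotype and a replicate number by their labels, and all 8 were used. The authors removed low-quality reads, mapped the others to GRCm38 with HISAT and Bowtie2, counted reads per gene with StringTie and featureCounts and compared the genotypes with DESeq2. The estimated counts deposited by the authors are not normalized, and in each library between 10.7% and 11.2% of the genes have a count that is not whole. The FPKM values deposited by the authors are per kilobase of transcript and scaled to the counts of the library, as tested on genes with a single transcript. The log2 fold change deposited by the authors is that of the libraries labelled Tmem232-/- over the others. The p-value and q-value deposited by the authors come from DESeq2, and 37 genes have none. Protein ratios in sperm were taken from Supplementary Table 3 and the list of genes from Supplementary Table 2.

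The table holds 19906 protein-coding genes with different identifiers. The total counts lay between 15428421 and 16350871 per library, with a median of 16033033 in the libraries labelled Tmem232-/- and 16074422 in those labelled Tmem232+/+. A gene without a count in a library can have up to 3 counts there, and this limit covers counting error alone. Where a gene had at most 3 counts in each library of a genotype, the fold change was computed against a level of 3 counts and is a lower bound relative to that level, which does not cover the counting error of genes that had counts.

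The counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by its filter on low counts with default settings, libraries were scaled by the TMM method, and the genotypes were compared by its quasi-likelihood test without covariates. Adjusted p-values follow Benjamini and Hochberg over the 15787 tested genes. Genes were counted as higher or lower at a fold change of 2 or more and an unadjusted P under 0.05, and at an adjusted p under 0.05 without a limit on fold change. Single genes were also compared by an exact permutation test of CPM over all 70 arrangements of the 8 libraries, for which the smallest two-sided p is 0.029.

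Genes were named by a fixed rule. They were a list of 34 genes from the paper's measurements in these mice, which does not hold every gene the paper names, the 10 genes that Supplementary Table 2 lists as lower, and up to 5 genes with the largest rises and 5 with the largest falls among those with a fold change of 2 or more, an adjusted p under 0.05 in edgeR, a mean of at least 1 CPM and no overlap between the genotypes. Marker lists for 11 cell types or tissues, namely spermatogonia, spermatocytes, round spermatids, elongating spermatids, Sertoli cells, Leydig cells, peritubular myoid cells, macrophages, endothelial cells, epididymis and red blood cells, were written from general knowledge. These lists, the genes of ribosomal proteins and the genes of the proteins listed as upregulated or downregulated in sperm were tested with camera from limma 3.58.1, with Benjamini-Hochberg adjustment over the 11 lists and over the other 3 sets. Proteins were matched to genes by symbol, by synonym, or after an exchange of the digit 1 and the letter l in the listed symbol. Transcript and protein changes were compared across genes by Spearman's rho with 100000 permutations in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

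The steps were tested on simulated data in which 193 of 15641 tested genes were changed. The share of changed genes that was called was 97.93% with edgeR, 97.93% with DESeq2 1.42.0 and 98.45% with limma-voom, and all called changes had the right sign. The share of false calls was 3.57%, 14.86% and 4.04%. The simulated genes varied independently, with rises and falls equally likely and all changes larger than those of Tmem232 and Atat1. The simulation therefore does not cover a shift of many genes in the same direction or small changes.

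The alternatives were DESeq2 in place of edgeR, its size factors or library size alone in place of TMM, the 10 most abundant genes left out, no filter on low counts, a minimum of 10 counts in every library, limma-voom, the authors' FPKM as log2 of the value plus 1 with limma, the replicate number as a block, and each library left out in turn. The counts of genes were also made with a fold change of 1.5 and with adjusted p-values, and the sets were also tested with fry and with a correlation estimated from the data. The counts of genes and the camera tests of the sets were compared with the 35 splits of the 8 libraries into groups of 4. So were Spearman's rho of transcripts and proteins and the number of marker lists called. For the deleted fragment, the exons of Tmem232 were taken from the reference annotation and sequence of GRCm38. No counts per exon, reads or protein intensities were analysed here, and experiments without a deposited table were left out.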

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

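The tests of a lower share of spermatocytes and of a common factor for late spermatid transcripts were chosen only after the results were seen.

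A library far from the others of its genotype was found in 8 of the 125 groups of 4 libraries that were tested, where chance gives about 6.25. The measure is the gap to the nearest library divided by the whole range of the group, set against the limit of Dixon's test for 4 libraries. For Sqstm1, replicate 4 labelled Tmem232-/- had 110.7 CPM and a ratio of 0.862. Without this library the log2 fold change of Sqstm1 was -0.29 in place of -0.22, and its adjusted p was 0.0091 in place of 0.097 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a range from 0.0091 to 0.31 over its alternatives. For Kcnk3, replicate 2 labelled Tmem232-/- had 2.64 CPM and a ratio of 0.880. Gm21454 had 4.24 CPM in replicate 2 labelled Tmem232+/+ and 0 in the other libraries of this label, a ratio of 1.00. Cstl1 and 1700008P02Rik had 0.125 CPM in replicate 1 labelled Tmem232+/+ with a ratio of 0.957, and Gm8777 had 0.061 CPM in replicate 4 labelled Tmem232+/+ with a ratio of 0.915, where all libraries of this label had at most 3 counts. In replicate 3 labelled Tmem232+/+, the median level of the endothelial markers was 1.79 on the log2 CPM scale (ratio 0.954) and that of the red blood cell markers was 6.00 (ratio 0.902). Without this library the median log2 fold change of the red blood cell markers was -0.74 with an adjusted p of 0.045 from camera, which ranged from 0.0096 to 0.67 over its alternatives. No technical or biological explanation was tested for these single libraries, and their number is near what chance gives.

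The paper does not report cell type markers as lists, and those of spermatids after meiosis were higher in the libraries labelled Tmem232-/-. The median log2 fold change was 1.12 for 12 markers of round spermatids, with 12 higher, and 1.62 for 13 markers of elongating spermatids, with 12 higher and Hspb9 at -0.12. For each of these lists, the median level in every library labelled Tmem232-/- was above that in all others (exact permutation test, two-sided p = 0.029). The adjusted p from camera was 2.99e-12 and 8.79e-13 over the 11 lists. Both calls held under fry (adjusted p = 0.0027), and neither held with a correlation estimated from the data (adjusted p = 0.289). All markers of both lists are expressed in testis, and 11 and 12 of them are in Supplementary Table 2, which was drawn from the same libraries. Odf1, whose protein the paper measures, is among the markers of elongating spermatids. Prm1 had 95.9 ± 39.8 CPM (SD, n = 4) in the libraries labelled Tmem232-/- and 4.55 ± 2.43 CPM (SD, n = 4) in the others. The log2 fold changes of Prm1, Prm2, Tnp1, Tnp2 and Akap4 were 4.40, 4.44, 3.54, 3.86 and 1.67.

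Of the other lists, those past an adjusted p of 0.05 in camera were spermatogonia (median log2 fold change -0.31, adjusted p = 0.034), spermatocytes (-0.12, 0.034), Sertoli cells (-0.15, 0.034), Leydig cells (0.41, 0.011) and peritubular myoid cells (-0.35, 0.0086). Of these, spermatogonia and peritubular myoid cells held under fry (adjusted p = 0.014 and 0.019) and none held with an estimated correlation. Macrophages (0.039, adjusted p = 0.793), endothelial cells (-0.037, 0.856), epididymis (-0.25, 0.578) and red blood cells (-0.63, 0.157) were not past it. Of the 35 splits of the 8 libraries, 2 gave as many as 7 lists past this limit, the split by genotype included. Without replicate 4 labelled Tmem232-/- there were 4 such lists, with spermatogonia at -0.31 (adjusted p = 0.058 from camera), spermatocytes at -0.090 (0.161) and Leydig cells at 0.36 (0.058). Without replicate 3 labelled Tmem232+/+ the medians of spermatogonia, spermatocytes and Sertoli cells were -0.16, -0.088 and -0.12, with adjusted p of 0.071, 0.091 and 0.16. Without replicate 2 labelled Tmem232-/- they were -0.27, -0.11 and -0.11, with adjusted p of 0.053, 0.053 and 0.114, and that of red blood cells was -1.03 with an adjusted p of 0.0096. The Sertoli cell markers also had an adjusted p above 0.05 without replicate 1 or 3 labelled Tmem232-/-, with medians of -0.12 and -0.13. The adjusted p of these lists over all alternatives ranged from 0.012 to 0.336 for spermatogonia, 0.0023 to 0.538 for spermatocytes, 0.0026 to 0.591 for Sertoli cells and 0.00072 to 0.538 for Leydig cells. The median of the red blood cell markers was -0.40 without replicate 1 labelled Tmem232-/-. That of the epididymis markers was -0.085 without replicate 3 labelled Tmem232+/+.

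Several explanations of the rise of the spermatid markers were tested. After a correction per library for GC content and transcript length, the median log2 fold change of the elongating spermatid markers was 1.68. A lower share of spermatocytes would raise the markers of all other cell types alike, and the Sertoli cell markers had a median of -0.15. A common factor of equal size for all late spermatid transcripts would leave the fold changes within their errors of 1 value. Of 13 elongating spermatid markers, 6 had approximate 95% intervals that left out the median of the list. This speaks only to a factor of equal size. It cannot decide on a changed share or stage of late spermatids, which need not move all markers alike. A share of late spermatids that differs between mice is a candidate explanation of part of the pattern. Within the genotypes, the genes higher in the libraries labelled Tmem232-/- had a median correlation of 0.81 with the late spermatid markers (841 genes), and other genes 0.015 (14851 genes), which are not independent replicates (exact permutation test over 576 arrangements, one-sided p = 0.0087). This is a hypothesis found on the same libraries. An effect of the genotype on these transcripts and differences in age or stage between the mice stay open and were not tested.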

How the results depend on the processing

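All alternatives in this part were set before the data were examined, as were the comparisons, the named genes rule and the marker lists, and no test in this part was chosen only after the result was seen. Each was run with all other choices kept.

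The 865 higher genes lay between 769 and 1020 over the 8 fits that each left out a library. They were 1422 with a fold change of 1.5 and 573 with the authors' FPKM in limma. Of the 865, 860 were also called with DESeq2, 865 with its size factors, 809 with library size alone, 842 with limma-voom, 676 with a minimum of 10 counts and 563 with FPKM. The 1633 higher genes at an adjusted p under 0.05 lay between 1356 and 1865 with a library left out and between 1317 and 1824 in the other alternatives. The share of higher genes among these calls was 87.7% with TMM, 92.9% with DESeq2's size factors and 79.0% with library size alone.

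The 18 lower genes were 7 with an adjusted p and the same fold change, 8 with DESeq2's adjusted p, 4 with a minimum of 10 counts, 1 with FPKM, 79 without a filter on low counts and 108 with a fold change of 1.5. With a library left out they lay between 17 and 39, the highest without replicate 2 labelled Tmem232+/+. They were 34 and 28 without replicates 2 and 4 labelled Tmem232-/-, and 36 without replicate 4 labelled Tmem232+/+. The 230 lower genes at an adjusted p under 0.05 were 131 with DESeq2's size factors, 415 with library size alone, 71 without a filter and 466 with FPKM. With a library left out they lay between 37, without replicate 1 labelled Tmem232+/+, and 356, without replicate 4 labelled Tmem232-/-. They were 86, 77 and 79 without replicates 1, 2 and 3 labelled Tmem232-/-, and 108 and 79 without replicates 2 and 4 labelled Tmem232+/+. A minimum of 10 counts tests fewer genes, and an adjusted p is a stricter limit and a fold change of 1.5 a looser one by construction. For the other changes the cause was not tested.

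The replicate numbers did not pair the mice, since the correlations of their deviations were -0.061, 0.072, -0.332 and -0.105 for replicates 1 to 4. With the replicate number as a block, 28 genes were lower at an adjusted p under 0.05, Tmem232 was at 0.26 (adjusted p = 0.114 in edgeR) and Atat1 at 0.38 (adjusted p = 0.12), and Sept2 was at -0.0009. The block also uses up degrees of freedom.

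Tmem232 lay between 0.21 and 0.32 with a library left out, with adjusted p between 0.0148 and 0.089 in edgeR, and rose above 0.05 without replicate 1 or 2 labelled Tmem232-/- (0.21 and 0.27) and replicate 2 or 4 labelled Tmem232+/+ (0.26 and 0.27). Atat1 lay between 0.30 and 0.50, with adjusted p between 0.0019 and 0.119, and was not called without replicates 1, 2 or 4 of either label. With library size alone it was 0.34 (adjusted p = 0.065). Fits with 7 libraries have fewer samples.

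Genes near 0 changed sign, with an adjusted p of 0.385 or more for each gene where this happened. Sept2 was at -0.034 with library size alone, -0.0009 with limma-voom and -0.037 with FPKM, and between -0.026 and 0.056 with a library left out. Sept12 was at 0.0096 with DESeq2, 0.0097 with its size factors, 0.028 without a filter and 0.013 with FPKM. Pdha2 was at 0.022 with DESeq2, 0.022 with its size factors, 0.040 without a filter and 0.0047 with a minimum of 10 counts. Vdac3 was at -0.018 with library size alone and -0.019 with FPKM. With a library left out, Sept1 lay between -0.16 and 0.21, Sept12 between -0.079 and 0.14, Pdha2 between -0.088 and 0.094, Cox6b2 between -0.28 and 0.049, Vdac3 between -0.022 and 0.071, Pik3r4 between -0.15 and 0.028 and Atg14 between -0.078 and 0.0081. The macrophage markers lay between -0.084 and 0.17 and the endothelial markers between -0.13 and 0.059. The endothelial markers were at 0.0089 without a filter, and the epididymis markers at 0.81 with a minimum of 10 counts, which tests fewer of them. For the others the cause was not tested.

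The ribosomal protein genes kept their median of -0.16 under fry (adjusted p = 0.178) and with an estimated correlation (adjusted p = 0.450) and were not called there. The genes of the downregulated proteins kept 0.13 with an estimated correlation (adjusted p = 0.401) and were not called there. These settings change only the test. Of the marker lists, 4 were called under fry and 0 with an estimated correlation, and between 4 and 7 with a library left out, with 4 without replicate 4 labelled Tmem232-/-. Spearman's rho of transcripts and proteins lay between -0.48 and -0.42 with a library left out, and the ribosomal median between -0.23 and -0.066. Of the other results for single genes and lists, 17 were weaker and 6 stronger with a library left out, and 18 weaker and 3 stronger in the other alternatives.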

Differences from the paper's values

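The comparison with the deposited q-values was chosen only after the result was seen.

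The number of lower genes at a fold change of 2 or more and an unadjusted P under 0.05 was 18 against the paper's 10. Among the alternatives set before the data were examined, an adjusted p under 0.05 with the same fold change gave 7 and DESeq2 with its adjusted p and the same fold change gave 8, both within 1.5 times the paper's number. The others stayed further from it, namely 16 with DESeq2 and an unadjusted P, 17 with its size factors, 20 with library size alone, 18 without the 10 most abundant genes, 79 without a filter on low counts, 4 with a minimum of 10 counts, 20 with limma-voom, 1 with the authors' FPKM, 108 with a fold change of 1.5, 20 with the replicate block and between 17 and 39 with a library left out. At a fold change of 2 or more, the authors' deposited q-values under 0.05 gave the paper's 876 and 10 genes, and their unadjusted p-values under 0.05 gave 1005 and 29.

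The paper's average number of clean reads is 45 M, and the mean count on genes was 15.97 M. The first counts reads and the second counts on the listed genes, so they are not the same measure, and no alternative applies to it.

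The paper's truncated protein has 39 residues, and the reference transcript without exons 5 to 8 has an open reading frame of 69 residues, of which 39 are those of TMEM232 and 30 belong to another frame. No alternative applies to it.

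The paper states no significant difference in the transcript of Atat1 between the genotypes, which its text credits to RT-qPCR and the legend of Fig. 5G to RNA sequencing. Here its log2 fold change was 0.37 with an adjusted p of 0.040 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was 0.39 with a q-value of 0.013 in the authors' deposited comparison. It was not called with library size alone (0.34, adjusted p = 0.065), with the replicate block (0.38, adjusted p = 0.12) and in the fits without replicates 1, 2 or 4 of either label, and the adjusted p over all alternatives ranged from 0.0019 to 0.12. Within the genotypes, Atat1 had a correlation of 0.71 with the late spermatid markers, so that its rise may follow the share of late spermatids.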

Other observations

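The tests of library size, of exchanged labels in all libraries, of blood, of epididymis and of lists matched to the genes of the downregulated proteins were chosen only after the result was seen.

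Of the 35 splits of the 8 libraries into groups of 4, only 1, the split by genotype, gave 865 or more genes in a direction at a fold change of 2 or more and an unadjusted P under 0.05. For the 18 lower genes, 12 of the 35 splits gave as many in either direction, since the groups of another split have no order. Of these 12, 10 kept 3 libraries of a genotype together, so that they hold part of the difference by genotype, and in the smaller of their directions only 1 of the 35, the split by genotype, gave as many, a count that was made after the result was seen. How often chance gives 18 lower genes is thus left open. At an adjusted p under 0.05, 1 split gave as many as the 1633 higher genes and 1 as many as the 230 lower genes. A camera p as small as that of the ribosomal protein genes came from 17 of the 35 splits, as small as that of the upregulated proteins from 11 and as small as that of the downregulated proteins from 1. Spearman's rho of transcripts and proteins was as far from 0 in 4 of the 35 splits. These were the split by genotype and splits that kept 3 libraries of a genotype together.

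More genes were higher than lower in the libraries labelled Tmem232-/-, and several technical explanations were tested. A shift of 0.54 in log2 fold change would be needed to balance the genes past 2-fold, while the median over all genes differed by 0.058 between the scalings, from -0.087 to -0.029. The mean total count of the libraries labelled Tmem232-/- was 0.998 of that of the others. Without the 10 most abundant genes, 864 genes were higher. After a correction for GC content and transcript length on 15399 genes, 823 were higher and 12 lower, against 817 and 17 before it. Among the 13391 genes with whole counts in every library, whose counts show no reads split between similar genes, 713 were higher and 12 lower. An exchange of 1 library of each label gave at most 350 genes in a direction. The red blood cell markers had a median log2 fold change of -0.63, or -0.40 without replicate 1 labelled Tmem232-/-. The highest upper 95% limit of their 5 genes was 0.41. The median difference in CPM was -0.073 over 8 epididymis markers and 11.1 over the higher genes. Of these markers 5 were not tested and had at most 9 counts in a library. Cst8 rose by 22.1 CPM and is in Supplementary Table 2, and Crisp1 had 83, 1, 0 and 14 counts in replicates 1 to 4 labelled Tmem232-/- and 434, 0, 157 and 0 in those labelled Tmem232+/+.

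An exchange of the labels of all libraries cannot be told apart from the labels as given. The log2 fold change of Tmem232 was 0.27, while losing only the reads of the deleted exons would give -0.28, but the level of a transcript with a deletion is not known in advance and the table has no counts per exon. The value of -0.28 also assumes an unchanged share of round spermatids, where the paper finds most Tmem232. The markers of these cells had a median log2 fold change of 1.12. A biological effect of the genotype also stays open.

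The genes of the downregulated proteins that could be matched (227 genes) had a median log2 fold change of 0.11, and random lists matched on level and on correlation with the late spermatid markers had a median of -0.028. The median was at percentile 100 of 10000 such lists. The markers of round spermatids were at percentile 99.96 in the same test, so that the matching did not remove the rise of spermatid transcripts. Whether the genes of these proteins follow late spermatid transcripts as a whole therefore cannot be told apart from a rise of their own.

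Among genes of the paper's protein measurements, Sept2 was at 0.00 and Sept6 at -0.11 (adjusted p = 0.35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For these 2 genes the paper also measured transcripts in testis by RT-qPCR. It describes their lower protein as matching the transcript level. The counts here gave no call of a fall for either gene, with standard errors of 0.063 and 0.066. Armc3 was at 0.21 (adjusted p = 0.18), and without replicate 4 labelled Tmem232-/- at 0.29 (adjusted p = 0.034, with a range from 0.034 to 0.397 over its alternatives). The 22 ribosomal proteins listed as upregulated in sperm had transcripts with a median of -0.18 (adjusted p = 0.0039 from camera). This subset was not tested with fry or an estimated correlation, under which the full set of 83 genes was not called (adjusted p = 0.178 and 0.450), and 17 of the 35 splits gave a camera p as small for the full set. By mean CPM, Prm1 ranked 2854 of 15787 tested genes in the libraries labelled Tmem232-/- and 12220 in the others, and Sycp3 ranked 673 and 468. The rank of Prm1 was low, above all in the libraries labelled Tmem232+/+, for a transcript that by general knowledge is abundant in adult testis, and its rise is measured against that low level. Whether the mice of both labels were of the same age and stage was not tested.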
